# Imatinib Treatment Causes Substantial Transcriptional Changes in Adult *Schistosoma mansoni In Vitro* Exhibiting Pleiotropic Effects

**DOI:** 10.1371/journal.pntd.0002923

**Published:** 2014-06-12

**Authors:** Christin Buro, Svenja Beckmann, Katia C. Oliveira, Colette Dissous, Katia Cailliau, Richard J. Marhöfer, Paul M. Selzer, Sergio Verjovski-Almeida, Christoph G. Grevelding

## Abstract

**Background:**

Schistosome parasites cause schistosomiasis, one of the most important infectious diseases worldwide. For decades Praziquantel (PZQ) is the only drug widely used for controlling schistosomiasis. The absence of a vaccine and fear of PZQ resistance have motivated the search for alternatives. Studies on protein kinases (PKs) demonstrated their importance for diverse physiological processes in schistosomes. Among others two Abl tyrosine kinases, SmAbl1 and SmAbl2, were identified in *Schistosoma mansoni* and shown to be transcribed in the gonads and the gastrodermis. SmAbl1 activity was blocked by Imatinib, a known Abl-TK inhibitor used in human cancer therapy (Gleevec/Glivec). Imatinib exhibited dramatic effects on the morphology and physiology of adult schistosomes *in vitro* causing the death of the parasites.

**Methodology/Principal Findings:**

Here we show modeling data supporting the targeting of SmAbl1/2 by Imatinib. A biochemical assay confirmed that SmAbl2 activity is also inhibited by Imatinib. Microarray analyses and qRT-PCR experiments were done to unravel transcriptional processes influenced by Imatinib in adult schistosomes *in vitro* demonstrating a wide influence on worm physiology. Surface-, muscle-, gut and gonad-associated processes were affected as evidenced by the differential transcription of e.g. the gynecophoral canal protein gene GCP, paramyosin, titin, hemoglobinase, and cathepsins. Furthermore, transcript levels of VAL-7 and egg formation-associated genes such as tyrosinase 1, p14, and fs800-like were affected as well as those of signaling genes including a ribosomal protein S6 kinase and a glutamate receptor. Finally, a comparative *in silico* analysis of the obtained microarray data sets and previous data analyzing the effect of a TGFβR1 inhibitor on transcription provided first evidence for an association of TGFβ and Abl kinase signaling. Among others GCP and egg formation-associated genes were identified as common targets.

**Conclusions/Significance:**

The data affirm broad negative effects of Imatinib on worm physiology substantiating the role of PKs as interesting targets.

## Author Summary

Schistosomiasis is an infectious disease caused by schistosome parasites, affecting millions of people worldwide. The pathogenic consequences of schistosomiasis are caused by the eggs inducing severe organ inflammations. Praziquantel is widely used to treat schistosomiasis; however, there is fear of resistance developing. Research in the last decades has provided strong evidence for the importance of protein kinases controlling physiological processes in schistosomes. Two Abl-kinases were discovered, whose activities are blocked by Imatinib, an inhibitor known as Gleevec/Glivec from human cancer therapy. *In vitro*, Imatinib treatment led to dramatic effects on morphology and physiology and to the death of adult schistosomes. Besides modeling of the schistosome Abl-kinases we investigated the effect of Imatinib on gene expression in adult *S. mansoni* by performing transcriptomics and discovered a wide influence on the transcription of genes involved in surface-, muscle-, gut- and gonad-associated processes. Comparative *in silico* analyses with data from a previous study indicated a yet unknown association of TGFβ and Abl-kinase signaling in schistosomes. Among others the gynecophoral canal protein gene GCP was identified as a common target. The data obtained demonstrate a substantial influence of Imatinib on physiological processes in adult schistosomes supporting the role of protein kinases as interesting targets.

## Introduction

Schistosomiasis is an infectious disease of worldwide importance caused by parasitic platyhelminthes of the class trematoda such as *Schistosoma haematobium, S. intercalatum, S. japonicum, S. mansoni*, or *S. mekongi*. About 780 million people are at risk of schistosomiasis, and more than 240 million infections emerge annually requiring treatment [1], [2]. Adult schistosomes live in the abdominal veins of their vertebrate hosts. Only if paired, females produce eggs, half of which reach the gut lumen (e.g. *S. mansoni*) or the bladder (*S. haematobium*), to be transported to the environment for continuing the life-cycle. Gut invasion is accompanied by inflammatory processes. The remaining eggs migrate through the blood stream and become trapped in spleen and liver tissue, where granulomas are formed and fibrosis occurs, leading to hepatosplenomegaly and liver cirrhosis [3], [4]. The disease has a high socioeconomic impact causing annual losses of 1.7 to 4.5 million disability adjusted life years (DALYs) of humans living in endemic areas [5], [6], but tourists and travelers can also be affected [7]. Besides humans, animals including cattle can get infected, too, which causes economic losses [8]–[11].

Since there is no vaccine available yet, the main strategy to control schistosomiasis is the regular use of drugs, of which three have the potency to kill schistosomes. Of the drugs available today Metrifonate is active against *S. haematobium* only and Oxamniquine is active against *S. mansoni* only. In contrast to these limitations, although its effectiveness against immature stages is limited Praziquantel (PZQ) is effective against all important schistosome species mainly affecting adults [12]. This and its low price have promoted PZQ as the drug of choice, which is also used in large-scale treatment programs today [13], [14]. However, drug resistance has been recognized as a potential problem since several studies demonstrated PZQ resistance to be inducible in laboratory settings, and field studies provided first indications for the possibility of reduced PZQ efficacy [15]–[18]. Furthermore, multidrug transporters were discovered in schistosomes, of which one was shown to respond to a PZQ challenge [19]. With respect to these facts it is commonly accepted that new drugs are required urgently. To this end research on signal transduction processes in *S. mansoni* has opened new perspectives.

Protein kinases (PKs) are highly conserved signal transduction molecules in the animal kingdom and known to be involved in diverse biological processes such as cell growth and differentiation [20]. Thus PK deregulation can lead to cancer development [21]–[22]. This prompted the search for inhibitors, and meanwhile a number of anticancer drugs targeting PKs are approved for use in humans [21]–[24]. Different studies elucidating principles of schistosome development have shown that PKs play important roles during parasite development [25]–[30]. Due to this, and to the fact that schistosomes can be kept in culture, providing access to adults *ex vivo*, several studies were conducted to investigate whether anticancer drugs would negatively affect PK-controlled processes in schistosomes and cause phenotypic consequences in adults. Indeed, targeting a variety of different kinases using different drugs with PK-inhibiting activities not only showed a negative influence on the reproductive biology of parasites but also remarkable effects on other physiological processes and/or survival *in vitro* [29]–[37].

Among the PKs studied in more detail were protein tyrosine kinases (PTKs) such as Abl kinases, three of which exist in *S. mansoni*. SmAbl1 and SmAbl2 exhibit high sequence similarities to conserved Abl-kinases [38], whereas SmTK6 revealed a Src/Abl hybrid character that was confirmed by structural and biochemical studies [39]. Imatinib was used as an inhibitor to analyze Abl-PK activities in adult *S. mansoni* [38], [39]. Also known as Glivec (Gleevec; Novartis) Imatinib is a small-molecule inhibitor acting as a competitive antagonist of adenosine triphosphate (ATP) binding to Abl-PK, which is applied successfully in human cancer therapy [40]. Structural analyses revealed that the *S. mansoni* Abl-PKs possess the majority of amino acid residues known from studies with the human Abl-kinase to interact with Imatinib [38], [41]. Furthermore, the *Xenopus* oocyte system was shown to be suitable to test the catalytic activity of schistosome tyrosine kinases (TKs) [31], [39]. Thus it was demonstrated that SmAbl1-TK, SmTK6-TK, and SmTK3-TK were able to induce 100% germinal vesicle breakdown (GVBD) [39]. Using competitive GVBD assays it was further demonstrated that Imatinib negatively influenced the kinase activities of SmAbl1-TK (0% GVBD at 1 µM) and SmTK6-TK (0% GVBD at 100 µM). Although the latter required a 100-fold higher concentration compared to SmAbl1-TK, this was explained by the unusual Src/Abl hybrid character of SmTK6. Herbimycin A (Herb A), a Src-TK inhibitor, was not able to fully reduce the GVBD-inducing activity of SmAbl1 (60% GVDB at 10 µM) in contrast to SmTK6, whose activity was fully suppressed at this concentration. The enzymatic activity of SmTK3, a Src kinase used as control, was fully suppressed by Herb A (0% GVBD at 0.01 µM) but revealed nearly no decrease under the influence of Imatinib (still 90% GVBD at 100 µM), confirming the specificity of these inhibitors [39].

Treating adult schistosomes with Imatinib *in vitro* led to dose- and time-dependent effects such as reduced pairing stability, the occurrence of bulges and swellings along the body and, finally, the death of the worms. Microscopic analyses showed not only morphological changes within the gonads of both genders, which appeared disordered, defective in differentiation, and in part apoptotic, but also a detachment and degradation of the gastrodermis. Its complete collapse explained the observed death of the parasites [38]. In a follow-up study it was shown that Dasatinib and Nilotinib, second generation Abl-PK inhibitors of high selectivity, were less effective compared to Imatinib in causing severe or even lethal effects on adult schistosomes *in vitro*. Since Dasatinib and Nilotinib were designed to be even more specific for mutated forms of the human Abl-PK, it was concluded that the more specialized the inhibitor for the human kinase is, the more efficacy for the schistosome kinase gets lost [42].

Because *in situ* hybridizations detected various regions within adult *S. mansoni* where these Abl- and Abl-like PKs of *S. manso*ni were transcribed [36], [38], pointing to different physiological functions these kinases may be involved in, we were interested in investigating the effects of Imatinib at the gene transcription level in treated schistosomes. Besides confirming that Imatinib also affected SmAbl2 kinase activity in a heterologous test system, a transcriptome study was performed by microarray analyses and qRT-PCR verification experiments. Strong evidence was obtained that gene transcription is widely influenced supporting the view that a variety of physiological processes have been affected by this Abl-PK inhibitor. This is in line with previous hypotheses suggesting that PKs, due to their pleiotropic and fundamental roles for schistosome biology, are substantiated targets for novel strategies to treat schistosomiasis [42], [43]. Furthermore, first evidence was obtained that Abl-kinase activities could be part of/or associated with transforming growth factor β (TGFβ) signaling in schistosomes.

## Materials and Methods

### Ethics statement

Experiments with hamsters were performed in accordance with the European Convention for the Protection of Vertebrate Animals used for Experimental and other Scientific Purposes (ETS No 123; revised Appendix A) and were approved by the Regional Council (Regierungspraesidium) Giessen (V54-19 c 20/15 c GI 18/10).

### Parasite stock

*Biomphalaria glabrata* as intermediate snail-host, and hamsters (*Mesocricetus auratus*) as final host were used to maintain the parasite cycle of *S. mansoni* [44]. Adult worms were isolated from hamsters by hepatoportal perfusion 42 days post infection.

### Homology modeling

Chemical Computing Group's MOE 2011 (http://www.chemcomp.com/) molecular modeling suite was used for the homology modeling. The highly conserved catalytic tyrosine domains [38] of human Abl1 (2HYY) and Abl2 (3GVU) were used as templates for the model building of SmAbl1 and SmAbl2, respectively. The two homologous sequences were aligned using MOE's kinase constraints, and the models were built using the Amber99 force field with R-Field solvation. Crystallographic water molecules in an H-bond network with the ligand Imatinib and the ligand itself were used as “Environment for Induced Fit” during model building. Intermediates were refined to medium using the GB/VI scoring, while the final model was refined to Fine with an RMS Gradient of 0.5.

### Molecular Docking

Molecular Docking was carried out using Cambridge Crystallographic Data Centre's GOLD suite 2.5 (http://www.ccdc.cam.ac.uk/). Imatinib was sketched in 2D and converted to 3D using Molecular Networks' CORINA (http://www.molecular-networks.com/). Docking was performed using the Chemscore scoring function with kinase parameters, and the binding site was defined using the position of the Imatinib ligand as modeled in the SmAbl1 and SmAbl2 homology models. Parameters for the genetic algorithm were set to auto. Water molecules used for the model building were allowed to participate in the docking.

### GVBD assays in *Xenopus* oocytes

Sequences of the tyrosine kinase (TK) domains of SmAbl1, SmAbl2, SmTK6, and SmTK3 were obtained by PCR amplification (primers used are given in Supplementary data S1) and cloned into the plasmid pcDNA3.1B (Invitrogen), which contained a T7 promoter for *in vitro* transcription. The resulting constructs SmAbl1-TK, SmAbl2-TK, SmTK6-TK, and SmTK3-TK were sequenced confirming intact open reading frames (ORFs). The plasmid constructs were linearized by *Pme*I and cRNAs were generated using the T7 mMessage mMachine Kit (Ambion, USA). This way capped messenger RNAs (cRNAs) were synthesized *in vitro* and analyzed as previously described [31], [38], before they were injected into stage VI oocytes of *Xenopus laevis*. To this end each oocyte was injected with 60 ng cRNA in the equatorial plane, followed by incubation in ND96 medium at 19°C. GVBD (germinal vesicle breakdown) activity was determined according to the appearance of a white spot at the animal pole 18 h following injections. As shown before, this system was used successfully to monitor schistosome kinase activities [31], [38], [39]. Here it was used to investigate kinase activities under the influence of Imatinib (Enzo Life Sciences; 170 mM stock solution in water), an Abl-kinase inhibitor, or the Src kinase inhibitor Herbimycin A (Herb A) as control (Tocris Bioscience; 10 mM stock solution in DMSO). Pools of 10 oocytes each were injected with SmAbl1-TK, SmAbl2-TK, SmTK3-TK, or SmTK6-TK cRNA and placed in ND96 containing different concentrations of Imatinib (0.01 µM to 100 µM final) or Herb A (0.0001 µM to 10 µM final). As negative control, non-injected oocytes were used. As positive controls, oocytes were incubated with the natural hormonal stimulus progesterone leading to 100% GVBD without further manipulation [45].

### Schistosome *in vitro*-culture and inhibitor treatments

Perfusion was done with M199 medium (Gibco). Paired adult worms were collected using fine tweezers and washed with M199 medium (2x). Subsequently, they were maintained in culture in M199 supplemented with FCS (Gibco; 10%), HEPES (Sigma; 1 M, 1%), and antibiotic/antimycotic mixture (Sigma; 1%) at 37°C and 5% CO_2_ [36], [38]. Inhibitor treatment was performed for 24 h or 48 h with 50 µM Imatinib (Imatinib mesylate, C_29_H_31_N_7_O·CH_3_SO_3_H, dissolved in water; Enzo Life Sciences) as previously described [38]. Control couples were kept in culture for 24 h or 48 h without inhibitor addition but otherwise treated using the same conditions. During the treatment periods, pairing stability and vitality were checked regularly. We defined pairing stability of couples when males kept their female partners within the gynecophoral canal while being sucked with their ventral suckers to the Petri dish. When couples separated, or when males stopped sucking to the Petri dish and/or lay on the side (a sign of decreasing vitality), the appropriate worms were not used for experiments and removed. After completion of treatment, the couples (inhibitor-treated and control) were carefully separated using featherweight tweezers, immediately shock-frozen in liquid nitrogen, and stored at −80°C.

### RNA isolation and microarray experiments

Trizol (Invitrogen) was used to extract RNA from treated or control worms (combined sexes in both cases) followed by a DNAse digestion (RNAeasy kit; Qiagen). The quality of RNA was checked by microfluidic electrophoresis (Bioanalyzer; Agilent Technologies). For microarray experiments a *S. mansoni* custom-designed oligonucleotide platform (60-mers) was used containing 44,000 probes representing nearly the complete *S. mansoni* and *S. japonicum* transcriptome (Agilent Technologies; [46], [47]). All associated information (probes, annotation) is available at Gene Expression Omnibus (GEO) under the accession number GPL8606.

For the microarray experiments RNA from treated and control males and females (300 ng each for biological replicates) was used for cDNA amplification followed by Cy3 and Cy5 labelling during *in vitro* transcription (Quick Amp Labelling Kit, two colors; Agilent Technologies). Dye-swap approaches were done as internal technical replications for each sample. Three microarray hybridizations were performed for each sample (inhibitor treatment for 24 and 48 h as well as control), which included two technical replicates for each of the three biological replicates. As probe for hybridization, 825 ng cRNA of each labelled inhibitor sample was used and combined with a control sample labelled with the opposite dye. Hybridization was done at 65°C for 17 h with rotation followed by slide washing (according to the Agilent manual) and scanning (Gene Pix 4000B Scanner; Molecular Devices). Raw data were acquired using the Feature Extraction software (Agilent Technologies). They are available under GEO study number GSE53154. For subsequent data analyses, genes were considered as transcribed only if the corresponding probe had a signal significantly higher than background (using default parameters from the Feature Extraction software and considering the “IsPosAndSig” result from the output). In addition, signals of a probe had to occur in at least 75% of all replicates and in at least one of the two conditions (inhibitor-treated or control) independent of the length of cultivation (24/48 h treatment versus 24/48 h untreated control). 

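Correlations were calculated across the tested probes between the log2 signals of the same RNA on the 2 arrays of a dye swap pair. For the normexp-corrected signals, the 12 Pearson coefficients ranged from 0.943 to 0.997 with a mean of 0.984 (SD 0.0176, n = 12). The processed signals that the authors deposited gave 0.981 to 0.991 with a mean of 0.985. The same correlation for the log2ratios of the 2 arrays, in which differences between genes in signal strength cancel, was lower, with 0.619 to 0.927 and a mean of 0.778 (SD 0.122, n = 6). Probes are not independent replicates, and these coefficients are descriptive.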

The quality of the microarray expression data was assessed by the overall Pearson correlation among technical replicates, which was found to be in the range of 0.93 to 0.99 (average 0.98). LOWESS algorithm was used for normalisation of intensities [48], and the log_2_ratios were calculated between inhibitor-treated and control groups. Finally, the filtered data were analysed on the basis of the updated genome annotation to eliminate redundancy of the probes per gene [49], [50]. Inspection of box plots revealed that intensities from both dye channels of all technical and biological replicates were in a similar range, showing that no additional normalization steps were necessary.

SAM (Significance Analysis of Microarrays) was used [51] to detect genes with a significant change in transcript level. Data sets for the two treatment periods (24 h and 48 h) were analysed by one-class analysis, in which transcripts were evaluated that showed the same direction of regulation for both time points (sustained regulation direction). Here, genes with a q-value ≤0.01 were considered as significantly differentially transcribed between the inhibitor-treated and the control worm populations comprising protein-coding genes and putative antisense-oriented oligonucleotide probes (labelled as “to be used in analysis  =  YES” in the updated annotation of the array [49], [50]). Spotfire was used for hierarchical clustering [52]. For first functional analyses of differentially transcribed protein-coding genes, Gene Ontology (GO) enrichment analysis was performed [53] using the software tool Ontologizer [54]. Parent-child union [55] was used to detect categories containing enriched genes, and the p-value was adjusted according to Benjamini-Hochberg (BH) correction [56]. For identifying potential candidates for further analyses and their putative involvement in hypothesized pathways, Ingenuity Pathway Analyses (IPA; http://www.ingenuity.com; [57]) were performed in addition, as described before [47]. IPA provides curated information from the literature for human, mouse and rat models about canonical pathways, regulated molecular networks, including signal transduction cascades (of which some are involved in human cancer or other diseases), and regulated transcription factors and their putative targets. To use this tool all *S. mansoni* genes were annotated with the corresponding human homolog and uploaded to IPA along with their corresponding microarray transcription measurements.

The validity of the obtained results of qRT-PCRs (see below) and microarrays was determined by Spearman's rank correlation coefficient (r_s_) [58].

### Quantitative RT-PCR experiments

The reliability of the transcriptional changes detected by microarray analyses was tested by quantitative RT-PCR (qRT-PCR) analyses of a number of genes. RNAs of inhibitor-treated or control couples were isolated by TriFast (PeqLab), and 1 µg each was reverse transcribed (QuantiTect Reverse Transcription kit; Qiagen). Following cDNA dilution 1∶20, qRT-PCRs were done using Rotor Gene Q (Qiagen). Amplification rates were determined by SYBRGreen incorporation (PerfeCTa SYBR Green Super Mix; Quanta). Melting point analyses were done to distinguish between the specific amplification product and unspecific primer-dimer formation following each qRT-PCR analysis. For primer design, the software Primer 3 Plus was used (http://www.bioinformatics.nl/cgi-bin/primer3plus/primer3plus.cgi). The expected amplification products were between 140–160 bp in size. Primers were designed flanking predicted introns to be able to differentiate between cDNA and genomic DNA, and melting points were between 59°C–62°C depending on sequence composition. A list of all primers used, which were commercially synthesised by Biolegio (Netherlands), is shown in Supplementary data S1.

Standard reference genes normally used for relative quantification analyses such as α-tubulin, actin, Cu/Zn SOD (superoxide dismutase), or histone showed regulation following inhibitor treatment. Therefore, absolute quantification was performed on the basis of standard curves generated by purified PCR products (used in dilution series) [59]. Fold changes are given where appropriate. As a basis for comparing microarray and qRT-PCR results, log_2_ratios (treated/control) were calculated as described before [47], [60]. The efficiency of each qRT-PCR was evaluated to be between 90–100%. Spearman's rank correlation coefficient (r_s_) was assessed to validate the ratios obtained from qRT-PCRs and microarrays [58], [61], [62].

### *In silico* analyses

In addition to those already mentioned, the following public domain tools were used: SchistoDB (http://www.schistodb.net; [63]), BLASTx (http://www.ncbi.nlm.nih.gov/BLAST), the Welcome Trust Sanger Institute *S. mansoni* OmniBlast (http://www.sanger.ac.uk/cgi-bin/blast/submitblast/s_mansoni/omni), BLAST (http://blast.ncbi.nlm.nih.gov/), and Gene Cards, which is a database of human genes providing concise genome-related information on all known and predicted human genes, to authenticate IPA-identified gene acronyms (http://www.genecards.org).

## Results

### Homology modeling revealed structural conformity between human and schistosome Abl-kinases

On the basis of their human counterparts, homology models of the *S. mansoni* Abl kinase 1 and 2 were created which corresponded well with the protein template structures 2HYY (human Abl 1) and 3GVU (human Abl 2). The ten highest scoring docking poses of Imatinib in the homology model of SmAbl2 were found in good structural agreement with the crystal structure pose of Imatinib in the human Abl2 crystal structure (Figure 1 A; SmAbl1 data not shown). The highest scoring docking pose is virtually identical to the crystal structure pose (Figure 1 B). While human Abl2 forms seven directed interactions with Imatinib (Figure 2), for the SmAbl2 homology model four directed interactions were detected (Figure 1 C, Figure 2). Two out of the four SmAbl2 interactions are shared with the human Abl2 interactions (Figure 2). For SmAbl1 the situation was similar. Key residues involved in direct interactions with Imatinib in the human Abl proteins were found to be conserved for all four protein sequences. Four out of the six directed interactions were also detected for the SmAbl1 homology model. In contrast to human Abl 1, one of these residues (D568) did not interact directly with Imatinib; however, it did via an H-bond network involving a water molecule. Since we docked Imatinib to homology models, the recovery of individual directed interactions should not be overstated. Although we docked Imatinib to homology models, the data clearly indicated that Imatinib is able to bind both SmAbl1 and SmAbl2.

**Figure 1:**
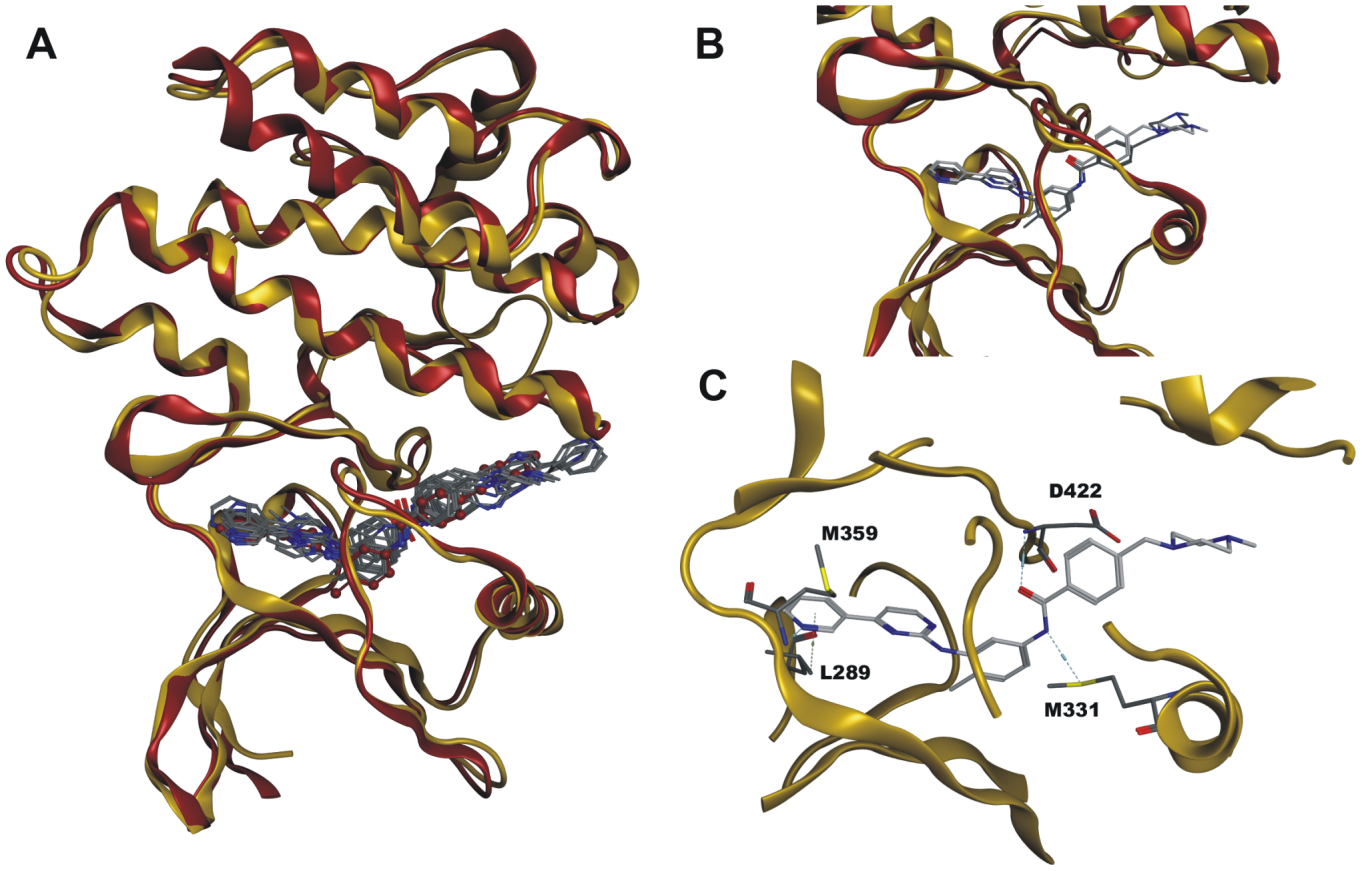
Homology models of human and schistosome Abl kinases. Panels A to C: Structural comparisons of the molecular docking solutions of the SmAbl2 homology model versus the human Abl2 crystal structure (3GVU). Both protein structures are shown in ribbon representation, the SmAbl2 homology model is colored yellow, while the human Abl2 crystal structure is colored red. **A**: Structural superposition of the two protein structures. The ten highest scoring docking solutions for Imatinib in the SmAbl2 homology model were depicted in stick representation in atom color, the crystal structure pose of Imatinib in the human Abl2 crystal structure is depicted in ball-and-stick representation colored red. Hydrogen atoms were omitted for visibility reasons in the depiction. The RMSD value of the template and the model structure resulted in a Cα RMSD (root-mean-square deviation) value of 0.765 Å of the corresponding 245 amino acid residues. **B**: Close-up view of the binding sites of the two protein structures. The top-scored pose of Imatinib in the SmAbl2 homology model was depicted in stick representation with light-grey carbon atoms, the crystal structure pose of Imatinib in human Abl2 was depicted in stick representation with dark grey carbon atoms. **C**: Close-up view of the binding site of SmAbl2 homology model. Imatinib engages in four directed interactions to surrounding amino acid residues, depicted by light blue dashed lines.

**Figure 2:**
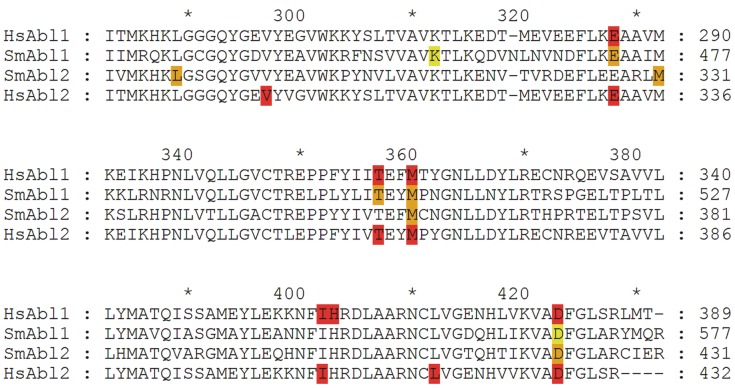
Alignment of the TK domains of human and schistosome Abl kinases. Alignment: Structural alignment of the binding sites of human (HsAbl1, HsAbl2) and *S. mansoni* (SmAbl1, SmAbl2) Abl kinases focused on the highly conserved catalytic tyrosine domain [37]. Amino acid residues partnering in directional interactions with Imatinib are highlighted ocher and red for SmAbl1/2 and HsAbl1/2, respectively. Amino acids D568 and K457 of SmAbl1 are colored light teal, because they are not direct interaction partners to Imatinib but utilize a water molecule.

### *S. mansoni* Abl-TK activities are inhibited by Imatinib

An inhibitor swap-like approach [38] was used to test the enzymatic activity of SmAbl2, for its susceptibility towards Imatinib and Herb A. To this end, cRNA encoding the TK domain of SmAbl2 (SmAbl2-TK) was injected into *Xenopus* oocytes under selection conditions using different inhibitor concentrations. GVDB was monitored as read out, and the results compared to SmAbl1, SmTK6 and SmTK3 [38]. Under Herb A selection, SmAbl2-TK induced 100% GVBD at 1 µM and still 90% GVBD at 10 µM (Figure 3). The Src-TK SmTK3 and the Src/Abl-hybrid TK SmTK6 were completely inhibited by Herb A inducing GVBD at concentrations of 0.01 µM (SmTK3), or 10 µM (SmTK6) [39]. Using Imatinib, however, SmAbl2-TK enzymatic activity was reduced to 70% GVBD-inducing capacity at 0.01 µM and completely suppressed GVBD at 0.1 µM. At the latter concentration still 90% GVBD was observed for SmAbl1-TK, whose activity was completely suppressed using 1 µM Imatinib (Figure 3). These results showed that Imatinib effectively inhibits both Abl kinases of *S. mansoni*, which is supported by the modeling data presented above.

**Figure 3:**
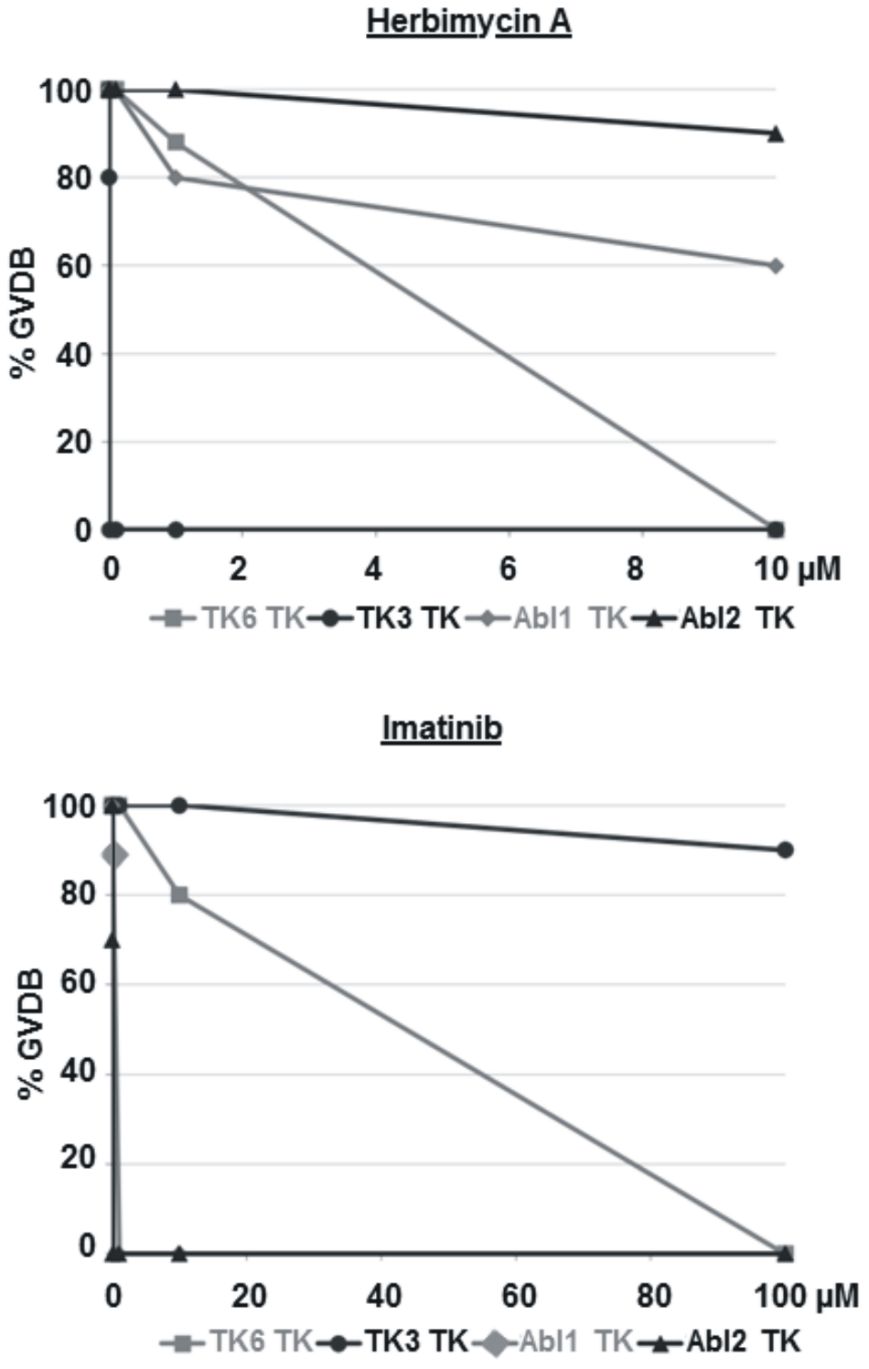
GVBD assays confirming SmAbl2 inhibition by Imatinib. Results of the GVBD assays performed in *Xenopu*s oocytes to analyze schistosome-kinase activities under inhibitor influence. Herbimycin A completely inhibited SmTK3 TK enzymatic activity (circles, black) even at 0.01 µM, whereas 10 µM was needed to stop inhibit SmTK6 (squares, grey)-induced GVBD [38]. At this concentration the GVDB-inducing TK activities of SmAbl1 (rhombus, grey) and SmAbl2 (triangle, black) were reduced by only 40% or 10%, respectively. Imatinib completely inhibited GVBD induced by the TK activities of SmAbl1 (at 1 µM) or SmAbl2 (at 0.1 µM), whereas SmTK6-induced GVBD was stopped at 100 µM, a concentration that reduced SmTK3 TK-induced GVBD by only 10% [38].

### Transcriptome analyses of inhibitor-treated adults exhibited wide-ranging transcriptional changes

Based on our previous findings of remarkable effects of Imatinib on morphology, physiology, and survival of adult *S. mansoni in vitro* [38], [42], we focused on the elucidation of molecular effects induced by this inhibitor. To this end, a large-scale transcriptional analysis was performed using a microarray platform representing nearly the complete *S. mansoni* and *S. japonicum* transcriptomes [46], [47]. 

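The deposited data cover 12 two-colour arrays with RNA of couples kept with 50 µM Imatinib or without the inhibitor, from 3 biological replicates after 24 h and 3 after 48 h. Each biological replicate was hybridized on 2 arrays with the dyes swapped, so that RNA of treated and control couples was compared directly on every array. The arrays carried 43426 spots, of which 1417 were control spots, and 42009 spots held the 41739 different probes. Brightness limits the precision of arrays, and many probes lay close to the background. The median spot signal ranged from 60.8 to 88.8 scanner units per array for treated couples and from 57.6 to 90.0 for controls, while the median local background lay between 46 and 56 units. At 24 h, the median over the arrays was 76.3 units for treated couples and 75.5 for controls, and at 48 h it was 75.3 and 68.8 units. Between 50.9% and 66.2% of the probes gave a signal that was positive and significantly above background.

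The authors extracted each array with the Feature Extraction software, which reports the scanned signal and background of each spot, a background-subtracted and dye-normalized signal, and the log10 ratio of both dyes. They also deposited 1 log2ratio per probe and array, treated over control. For the values given here, the scanned signals were corrected for background by limma's normexp method with an offset of 50 units and normalized within each array by loess, a procedure that assumes most probes to be unchanged. Spots marked as outliers by the software, 497 to 1060 per array, were left out, and the log2ratios of each dye swap pair were averaged to 1 value per biological replicate. A probe was tested when its signal was positive and significant on at least 75% of the arrays for treated or for control couples, which 22360 probes fulfilled. Outlier spots counted as not positive. Sustained changes were tested over all 6 biological replicates with limma and Benjamini-Hochberg adjustment and called at an adjusted p of at most 0.001 with the same direction at 24 h and 48 h. The changes at each time point and the difference between the time points were tested in a common limma model at an adjusted p of at most 0.05. The array files used here name probes only by their number, so the results are counted as probes, and gene names are those that the supplementary data used here pair with a probe.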

Since in previous experiments treatment with 50 µM Imatinib showed slight effects after 24 h and strong effects after 48 h treatment [38], we anticipated that these treatment profiles represented starting (24 h) and peak points (48 h) of the effects induced, thus being interesting for analysis. Therefore, the 50 µM concentration and both time points were chosen for comparative transcriptomics. Based on the results of the GVBD assays it was anticipated that 50 µM Imatinib would not induce potential off-target effects through co-influencing Src kinases such as SmTK3 since its inhibition will not occur using this inhibitor concentration [39; this study]. With this set-up, the expectation was to find genes differing in their transcript levels under inhibitor influence. It was hypothesized that transcript levels of genes strongly regulated by signaling pathways including SmAbl1/2-kinases would show a continuous tendency of regulation during the treatment period of 48 h representing sustained transcriptional changes.

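Of the 22360 probes tested, 110 had significantly higher transcript levels in Imatinib-treated couples with the same direction at both time points, called by limma at an adjusted p of at most 0.001. All 110 were higher in each of the 6 biological replicates. The highest mean log2ratio was found for probe Q2_P07014, which Data S3 annotates as a heat shock protein, with 5.60 (standard error 0.28, higher in 6 of 6 replicates, adjusted p = 0.000189 from limma with Benjamini-Hochberg adjustment). Among the others, probe Q2_P35841, for which the part of the supplementary data used here gives no gene name, followed with 2.99. The 5 probes with the highest means ranged from 2.26 to 5.60. The number of called probes depended on the threshold, and at an adjusted p of at most 0.01, limma called 1180 higher probes. It also depended on the other choices. The test counts a difference between 24 h and 48 h as spread. With the spread taken within each time point, limma called 679 higher probes at 0.001. With the 12 single arrays as the unit, limma called 1049 higher probes. With each array centred on its median in place of loess, no probe was called by limma in either direction, although 7204 probes had an unadjusted p under 0.05. After the values had been seen, spots of extreme local background, over 5 times the median of their array, were also left out. Median centring then called 129 higher and 40 lower probes. With 1 replicate left out, between 4 and 38 probes were called higher, and the lowest number was obtained without replicate 1 of the 48 h treatment.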

Following microarray hybridization and data evaluation a one-class statistical analysis was performed that revealed sustained transcriptional changes of 1429 significantly differentially transcribed genes which were up-regulated following Imatinib-treatment. Of these, 1094 were protein-coding genes (Supplementary data S2, S3). The remaining transcripts represented antisense RNAs, intronic and UTR sequences. Among the protein-coding genes were candidates coding for serine/threonine PKs, PTKs, proteins with female-preferential or -specific functions such as egg synthesis, transcription factors, muscle-associated proteins, small GTPases, heat-shock proteins, and signal transduction/associated proteins (Supplementary data S4). Furthermore, 939 protein-coding genes were found to be significantly down-regulated. These genes potentially code for cathepsins, lipoproteins, VAL(venome allergen-like) proteins, glutamate receptors and further transporters, the gynecophoral canal protein (GCP), motor and/or muscle proteins, drug efflux proteins, transmembrane receptors, calmodulin and other calcium binding proteins, histones, spermatogenesis-/testis-associated proteins, a morphogen-binding protein, signal transduction (-associated) proteins, and a cell adhesion protein (Supplementary data S5).

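Data S4 lists 89 probes for these candidates, and 88 of them gave a value on the arrays. The mean log2ratio was above 0 for all 88, under loess as well as under median centring, and 69 were higher in every replicate with a value. The median over the listed probes was 0.36 at 24 h and 0.73 at 48 h. Of the 81 listed probes that could be tested, limma called 3 at an adjusted p of at most 0.001, 30 at 0.01 and 59 at 0.05. Adjusted over the list alone, 14 passed 0.001, which is not independent evidence because the study chose the list on these samples. The female-specific genes differed from the other categories in their course, with a median log2ratio of 1.37 at 24 h and 1.16 at 48 h for 8 probes. For the 23 probes of serine/threonine PKs the median was 0.35 at 24 h and 0.78 at 48 h, and 20 of them were higher in all replicates with a value. The 6 probes for PTKs had a median of 0.12 at 24 h and 0.29 at 48 h, and limma called 3 of them at 0.05. Their size depended on the processing, with a median over both time points of 0.21 after normexp and loess and 1.19 in the deposited log2ratios. For all listed probes, the same medians were 0.55 and 0.99. Every category of the list had a larger median in the deposited log2ratios, with the smallest gap for the heat-shock proteins (0.69 and 0.70). The median at 48 h was 0.99 for 12 probes of transcription factors, 0.78 for 7 of muscle proteins, 0.53 for 21 of small GTPase signalling and 1.07 for 5 of heat-shock proteins.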

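Significantly lower transcript levels were found for 65 probes with the limma test for sustained changes, all of them lower in each of the 6 replicates. Probe Q2_P18028 had the lowest mean log2ratio among them, -3.27 (standard error 0.28, lower in 6 of 6 replicates, adjusted p = 0.000811 from limma with Benjamini-Hochberg adjustment). Data S13 annotates this probe as a hypothetical protein. The 5 called probes with the lowest means ranged from -3.27 to -2.39, and with them was Q2_P09480, an S10 family peptidase (Smp_172590), at -2.41 (lower in 6 of 6 replicates, adjusted p = 0.000921 from limma with Benjamini-Hochberg adjustment). Data S5 lists Q2_P09480 as cathepsin A-like among its cathepsins. At an adjusted p of at most 0.01, 787 probes were called lower. With the spread taken within each time point, limma called 761 lower probes at 0.001. With 1 replicate left out, the number fell to between 0 and 16. It was 0 without replicate 2 of the 48 h treatment, where 7417 probes of both directions still had an unadjusted p under 0.05 in limma.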

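Data S5 lists 86 probes for these groups, of which 84 gave a value and all 84 had a mean log2ratio below 0. With each array centred on its median in place of loess, 80 of the 84 remained below 0, and a cathepsin, 2 transporters and a calcium binding protein did not. With spots of extreme local background also left out, all 84 remained below 0 under median centring. After loess, 73 probes were lower in every replicate with a value. Limma called 4 of the 73 tested probes at an adjusted p of at most 0.001, 42 at 0.01 and 69 at 0.05. Adjusted over the list alone, 30 passed 0.001, again on a list that the study chose from the same samples. The decrease was larger at the later time point, with a median log2ratio of -0.47 at 24 h and -1.03 at 48 h. The 12 cathepsin probes had the lowest median of the groups with more than 1 probe, -1.86 at 24 h and -3.54 at 48 h. For 3 VAL probes, the median was -0.27 and -1.52, and for 4 probes of glutamate receptors and transporters it was -0.58 and -1.02. These sizes depended on the processing. Over both time points, the median of the VAL probes was -0.89 after normexp and loess and -2.32 in the deposited log2ratios, that of the glutamate receptors and transporters was likewise larger in size in the latter, and that of all listed probes was -0.79 and -1.03. The 15 further transporters decreased less, with a median of -0.84 at 48 h. The 2 spermatogenesis-/testis-associated probes did not pass 0.05 in the test for sustained changes, although limma called both at 48 h. Neither of them was lower in all 6 replicates.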

GO analyses of differentially transcribed genes revealed ontology categories enriched with genes being up- or down-regulated (BH adjusted p-value ≤0.05; threshold  = 0.1). Examples of GO categories represented in the up-regulated genes were: gene expression and transcription (Biological process), myosin complex (Cellular compenent), kinase activity and transcription factor activity (Molecular Function) (Supplementary data S4, S6). Within the data set of down-regulated genes, GO categories were found for enriched genes coding for functions such as e.g. transmembrane transport or cell surface receptor-linked signalling pathways (Biological process), membrane and microtubule-cytoskeleton/associated complex (Cellular component), and signal transducer activity, transporter activity or cysteine-type endopeptidase activity (Molecular function) (Supplementary data S5, S7).

Using IPA, the following five networks were identified, which were enriched with proteins coded by differentially transcribed genes involved in the following functions: (1) Protein Degradation, Protein Synthesis, Tumor Morphology (*adjusted p-value* 10^−80^), (2) RNA Post-Transcriptional Modification, DNA Replication, Recombination, and Repair, Cellular Assembly and Organization (*adjusted p-value* 10^−69^), (3) Post-Translational Modification, Protein Folding, Carbohydrate Metabolism (*adjusted p-value* 10^−60^), (4) Developmental Disorder, Gene Expression, Genetic Disorder (*adjusted p-value* 10^−40^), and (5) Carbohydrate Metabolism, Drug Metabolism, Lipid Metabolism (*adjusted p-value* 10^−39^) (Supplementary data S8). 

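Lengsin (LGSN), a protein with a glutamine synthetase domain, is represented by probe Q2_P15030 (Smp_133770) in Data S8. The spots hybridized with treated RNA were well above background on all 6 arrays of each time point, with a mean scanned signal of 222 units at 24 h and 312 units at 48 h. The control signal was well above background on 0 of the 6 arrays per time point, so that the ratio gives a lower bound only. In the means over the replicates after loess, transcript levels were at least 1.92-fold higher at 24 h and at least 2.39-fold higher at 48 h. The probe was higher in 6 of 6 replicates (mean log2ratio 1.11 with the offset, adjusted p = 0.00129 from limma with Benjamini-Hochberg adjustment), short of the threshold of 0.001.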

Among the molecules with the largest fold-changes of transcription was a potential pseudo-glutamine synthetase (LGSN) strongly (about 9-fold) up-regulated, which in the human system is reported to have a chaperone function for the reorganization of intermediate filaments acting as a component of the cytoskeleton [64]. Amongst the strongly down-regulated (about 8 to 11-fold) transcripts were those encoding peptidases such as cathepsins (CatK, CatS, CatL), which are members of the peptidase C1 protein family and known in humans to participate in protein processing during immunological processes and several disease-associated pathologies [65], [66]. 

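The probe that Data S8 names cathepsin K and Data S5 and Figure 4 cathepsin S (Q2_P27620, Smp_139240) had log2ratios of -1.91, -2.41 and -2.20 in the replicates after 24 h. After 48 h, it gave values in only 2 replicates, -4.09 and -5.80, since its remaining spots were marked as outliers by the software, and for this reason it did not pass the filter. A second probe for cathepsin S (Q2_P26772) was measured in 1 replicate per time point, with -2.03 at 24 h and -3.12 at 48 h. The cathepsin L-like probe Q2_P38171 (Smp_187140) decreased to -1.88 ± 0.15 (SD, n = 3) at 24 h and -3.54 ± 0.36 (SD, n = 2) at 48 h and was not tested for the same reason. A further cathepsin L probe, Q2_P19417, passed the filter with a mean of -2.97 over both time points (lower in 6 of 6 replicates, adjusted p = 0.00472 from limma with Benjamini-Hochberg adjustment). Its control signal was saturated on 3 of the 6 arrays at each time point, which limits the size of the measured decrease. Over the probes of cathepsins K, S and L that Data S8 lists among the top molecules, the back-transformed mean of both time points corresponded to a 5.95-fold to 11.8-fold decrease.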

In summary, a number of processes were highlighted by both GO analyses and IPA that were influenced by inhibitor treatment pointing to candidate genes such as cathepsins for further analyses.

### Confirmation of selected differentially transcribed genes by quantitative RT-PCR

The selection of candidates for qRT-PCR experiments to verify differential transcription was based on GO and IPA results, but also on literature studies including the Imatinib-induced phenotypes in adults obtained previously (negative effects on pairing-stability, oogenesis and spermatogenesis, integrity of the gastrodermis, and locomotion [38], [42]). Since GO and IPA analyses indicated influences of Imatinib treatment on endopeptidase activity and cathepsins, respectively, we chose cathepsin K (Smp_139240) and cathepsin B (Smp_085180). The latter was already shown to be active in the gut [67]. This applies also to the selected hemoglobinase (Smp_075800), which was localized to the gut [68]. Venom allergen-like proteins (VALs) of platyhelminths are members of the SCP/TAPS (Sperm-Coating Protein/Tpx-1/Ag5/PR-1/Sc7) protein superfamily and hypothesized to play not only roles in spermatogenesis but also beyond [69], which led to the choice of VAL7 (Smp_070240). The metabotropic glutamate receptor (Smp_128940; [70]) was selected as a representative for cell surface receptors and its potential role in the nervous system of adult male and female schistosomes [71]. Finally, GCP was included due to its hypothesized role in male-female interaction [72]. The results of the qRT-PCR experiments, which were performed with the RNA of schistosome couples following 48 h Imatinib treatment, confirmed in each case the down-regulation of these transcripts (Figure 4).

**Figure 4:**
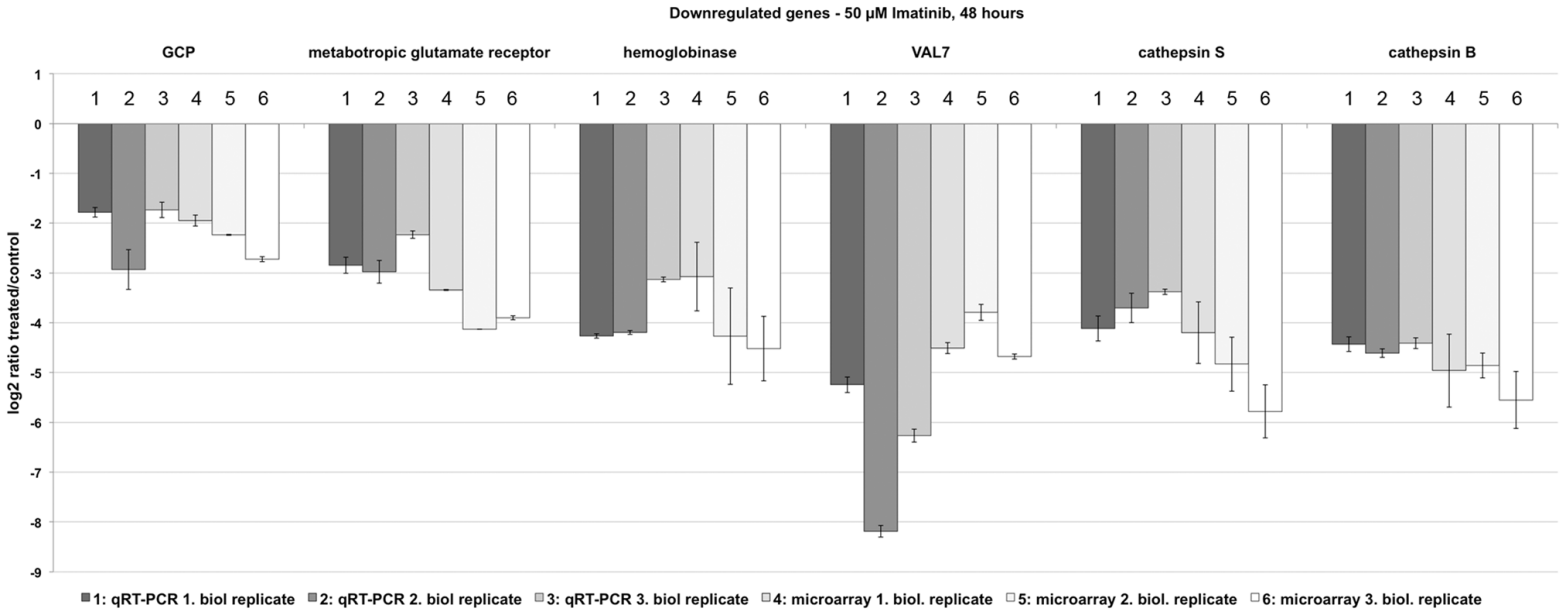
qRT-PCR experiments verifying the down-regulation of genes following Imatinib treatment. Comparative qRT-PCR analyses of genes identified by microarray analyses to be down-regulated in schistosome couples 48 h following Imatinib (50 µM) treatment. The selected genes encode the gynecophoral canal protein GCP (Smp_212710; [72], [82], [83]), the metabotropic glutamate receptor (met. glut. receptor; Smp_128940; [70]), hemoglobinase (Smp_075800), the venom allergen-like protein VAL7 (Smp_070240), cathepsin S (Smp_139240), and cathepsin B (Smp_085180; [67]). Log_2_ratios (treated/control) are given for all biological replicates comparing the results of three independent biological replicates using qRT-PCR (dark gray-shaded columns; numbered 1–3) with the results of three independent microarray analyses (light grey-shaded and white columns; numbered 4–6).

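In the normexp and loess values, the probes of these genes had lower signals in Imatinib-treated couples in every replicate measured at 48 h. The mean log2ratio of VAL7 (Q2_P17894) was -4.03 ± 0.60 (SD, n = 3), with an adjusted p of 4.67e-05 for the change at 48 h from limma with Benjamini-Hochberg adjustment. For the metabotropic glutamate receptor (Q2_P05789), it was -2.87 ± 0.15 (SD, n = 3), with an adjusted p of 2.81e-05 from the same limma test. Data S5 lists 2 probes for GCP, and they changed by -2.97 ± 0.30 (Q2_P21532) and -1.87 ± 0.33 (Q2_P18901) (SD, n = 3). Hemoglobinase (Q2_P17916) was at least 16.7-fold lower in the mean of the replicates after loess (single log2ratios -3.08, -4.58 and -4.53). This is a lower bound, because the control signal was saturated on all 5 arrays that gave a value at 48 h. Cathepsin B is listed in Data S5 with 2 probes that are not paired there with an Smp number, and these decreased by a similar degree, with -3.76 ± 0.79 (Q2_P36194) and -3.41 ± 0.74 (Q2_P35913) (SD, n = 3). The adjusted p values of the remaining tested probes at 48 h ranged from 2.51e-05 to 0.000278 in limma with Benjamini-Hochberg adjustment, each lower in 3 of 3 replicates.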

Since the GO analysis of up-regulated genes pointed to muscular activities (myosin complex within the ontology cellular component) but also to signal transduction (kinase activity within the ontology molecular function), further candidates were selected for qRT-PCR. Among these were paramyosin (Smp_129550) and titin (Smp_105020), both proteins involved in muscle activity [73], [74], and a ribosomal protein S6 kinase (Smp_017900) due to its potential role as a MAPK-activated PK in signalling processes controlling diverse processes including survival [75], [76]. Furthermore, HSP70 (Smp_106930) was chosen due to its known roles in stress response and signal transduction processes, but also as egg-shell component in schistosomes [77]–[79]. The results of the qRT-PCR analyses confirmed up-regulation in each case (Figure 5).

**Figure 5:**
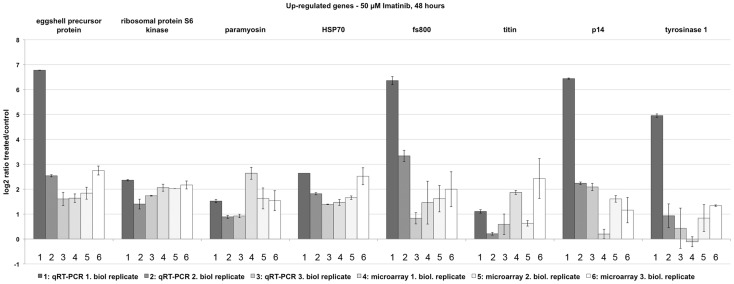
qRT-PCR experiments verifying the up-regulation of genes following Imatinib treatment. Comparative qRT-PCR analyses of genes identified by microarray analyses to be up-regulated in schistosome couples 48 h following Imatinib (50 µM) treatment. The selected genes encode a predicted egg-shell precursor protein (Smp-000430; [47]), a ribosomal protein S6 kinase (rib. protein S6 kinase; Smp_017900), paramyosin (Smp_129550; [73]), HSP70 (Smp_106930; [77], [78]), fs800-like (Smp_000270; [79]), titin (Smp_105020), p14 (Smp_131110; [80]), and the tyrosinase 1 (SmTYR1; Smp_050270; [81]). Log_2_ratios (treated/control) are given for all biological replicates comparing the results of three independent biological replicates using qRT-PCR (dark gray-shaded columns; numbered 1–3) with the results of three independent microarray analyses (light grey-shaded and white columns; numbered 4–6).

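On the arrays, paramyosin (Q2_P01955) had a log2ratio of 0.22 ± 0.19 (SD, n = 3) at 24 h and 0.53 ± 0.29 (SD, n = 3) at 48 h. Its sustained change did not pass 0.001 (higher in 6 of 6 replicates, adjusted p = 0.0320 from limma with Benjamini-Hochberg adjustment). The control signal of this probe was well above background on 2 of 6 arrays at 24 h and 1 of 6 at 48 h, so that the size of its change is poorly determined. Titin (Q2_P09566) changed by 0.20 ± 0.20 (SD, n = 3) at 24 h and 0.50 ± 0.40 (SD, n = 3) at 48 h (higher in 6 of 6 replicates, adjusted p = 0.0606 for the sustained change from limma with Benjamini-Hochberg adjustment). HSP70 (Q2_P31522) was higher in all 6 replicates, with 1.12 ± 0.84 (SD, n = 3) at 24 h, where the signal of treated couples was saturated on 5 of 6 arrays and that of controls on 1. At 48 h it was at least 3.82-fold higher in the mean of the replicates after loess (adjusted p = 0.00271 for the change at 48 h from limma with Benjamini-Hochberg adjustment). This is a lower bound, since the signal of treated couples was saturated on all 6 arrays.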

Unexpectedly, a manual data screen indicated that a number of egg production-related genes were significantly up-regulated following Imatinib treatment such as the egg-shell precursor proteins p14 (Smp_131110; [80]), fs800-like (Smp_000270; [79]), a predicted egg-shell precursor protein (Smp-000430; [47]), and the eggshell protein cross-linking tyrosinase SmTYR1 (Smp_050270; [81]). Also for these genes, qRT-PCR confirmed up-regulation following Imatinib treatment (Figure 5).

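All probes that the supplementary data used here pair with these genes had higher mean log2ratios in Imatinib-treated couples, with adjusted p values above 0.001 in the limma test for sustained changes. The predicted egg-shell precursor (Q2_P38299) had a log2ratio of 2.50 ± 0.84 at 24 h and 2.07 ± 0.57 at 48 h (SD, n = 3). Over both time points its adjusted p was 0.00138 (higher in 6 of 6 replicates, limma with Benjamini-Hochberg adjustment). For fs800-like, the probe of Smp_000270 (Q2_P25403) had 1.25 ± 0.37 at 24 h and 0.95 ± 0.40 at 48 h (SD, n = 3). A second fs800-like probe (Q2_P13217, Smp_000280) had 1.86 ± 0.64 and 1.58 ± 0.52 (SD, n = 3). Both were higher in 6 of 6 replicates, with adjusted p values of 0.00231 and 0.00164 from limma with Benjamini-Hochberg adjustment. The p14 probe (Q2_P13376), paired with Smp_131110 in Data S3, was at least 2.16-fold higher at 24 h in the mean of the replicates after loess. The signal of treated couples was saturated there on all 5 arrays with a value. Single replicates at 24 h had log2ratios of 1.13, 2.01 and 0.19. At 48 h, the log2ratio was 0.93 ± 0.74 (SD, n = 3), where the same signal was saturated on 2 of 6 arrays, which limits the size of the measured increase. Neither time point alone passed 0.05 (adjusted p = 0.121 at 24 h and 0.0779 at 48 h from limma with Benjamini-Hochberg adjustment). The probe was higher in 6 of 6 replicates (mean log2ratio 1.02, limited in the same way, adjusted p = 0.0250 from limma with Benjamini-Hochberg adjustment). Tyrosinase 1 (Q2_P24734) increased by 0.91 ± 0.17 at 24 h and by 0.39 ± 0.55 at 48 h (SD, n = 3), where replicate 1 had -0.08 (higher in 5 of 6 replicates, adjusted p = 0.0235 over both time points from limma with Benjamini-Hochberg adjustment). Apart from p14, whose saturated signal leaves the difference undetermined, the mean log2ratios of these probes were lower at 48 h than at 24 h, with differences of -0.52 to -0.28 that did not pass 0.05 (adjusted p from 0.277 to 0.689 in limma with Benjamini-Hochberg adjustment).

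**Figure D1:**
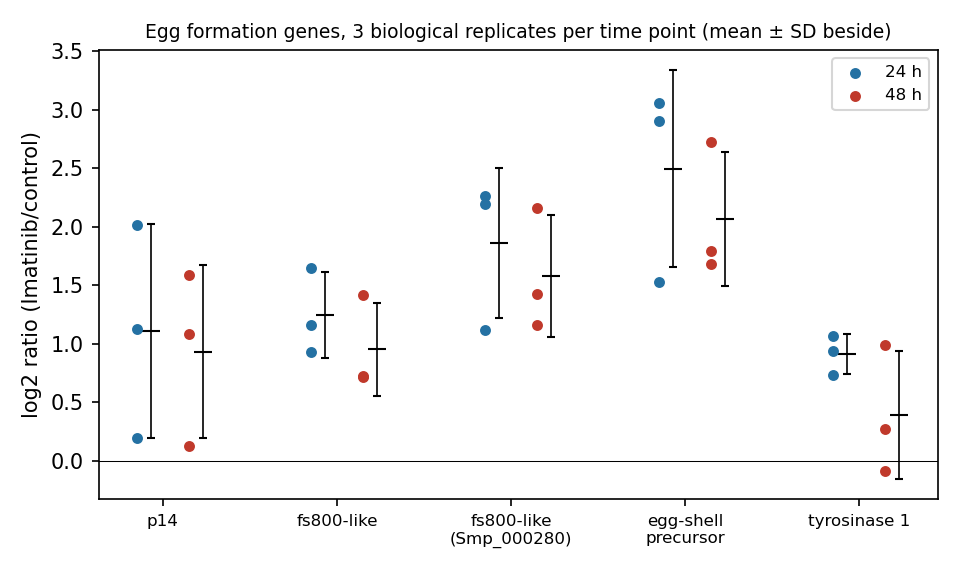
Log2 ratio (Imatinib-treated over control couples) of the egg formation genes, with 1 point per biological replicate, blue for 24 h and red for 48 h, and the mean ± SD (n = 3) beside the points. All points lie above 0 apart from replicate 1 of tyrosinase 1 at 48 h with -0.08.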

The results obtained for the qRT-PCR analyses of all studied genes significantly correlated to the microarray data according to Spearman's Correlation Coefficient (r_s_ = 0.784, p<0.001; [58]).

Extended analyses indicated that Imatinib treatment can lead to a sustained effect on specific genes. By qRT-PCR analyses of RNA of couples treated with Imatinib for 24 h or 48 h, the amounts of gene transcripts increased or decreased over time as demonstrated exemplary by the analyses of three genes. Compared to 24 h treatment higher transcript levels were determined for the ribosomal S6 kinase after 48 h (Supplementary data S9), whereas transcript levels declined for hemoglobinase and GCP from 24 h to 48 h (Supplementary data S10, S11).

### Merging microarray data sets of Imatinib and TRIKI treatments of adult schistosomes provided first evidence for a TGFβ-pathway contribution

Since the couples used for these analyses were separated before freezing, we checked whether pairing had an influence on the transcription of the GCP gene, which was hypothesized before to be a target of a TGFβ-pathway but also a male factor contributing to pairing-dependent female maturation [72], [82], [83]. A qRT-PCR analysis using actin as reference gene showed that the status of pairing had no significant influence on the GCP transcript level, since there was no significant difference in transcript levels comparing males with and without pairing experience or males separated from their female partners (Supplementary data S12). This finding is also supported by results of a recent study comparing the transcriptomes of pairing-experienced males versus naïve males using microarrays, SuperSAGE and also qRT-PCR, in which no evidence for an influence of pairing on GCP expression was found [84]. Thus the decrease of the GCP transcript level following Imatinib treatment represented an inhibitor-specific effect.

Recent years have provided compelling evidence for a prominent role of TGFβ signalling in schistosome biology [27], [47], [84], [85], [86]. Results of a previous study suggested GCP to be part of TGFβ signalling pathways [82]. Furthermore, the effect of a specific TβRI kinase-inhibitor (TRIKI) was investigated in schistosomes. *In vitro*-culture experiments with couples provided first evidence for a role of the TGFβ pathway during the regulation of mitotic activity and egg production [26]. Subsequently, it was shown by microarray analysis using the same technical platform that genes contributing to these processes, such as egg shell-forming genes, were slightly up-regulated upon TRIKI treatment [47]. Analysing the microarray data following Imatinib treatment in the present study we observed that a number of specific genes were differentially regulated that had shown up in the previous analysis as well. Since there is evidence from the literature that Abl-kinases can be part of TGFβ signalling pathways [87], [88] we investigated whether this may apply for schistosomes as well and compared both data sets in a merging analysis. To this end the Imatinib data set of this study and the TRIKI data set of the previous microarray study [47] were compared using a significance q-value of ≤0.05 to identify a comprehensive set of differentially transcribed genes found in common in the two conditions. This approach identified 6754 differentially transcribed protein-coding genes in total, of which 1800 were common in both data sets. The merging analyses finally indicated that out of 2339 genes found in this study to be down-regulated upon Imatinib treatment, 900 matched those differentially (up- and down-) regulated upon TRIKI treatment. Out of these 480 were up-regulated and 420 down-regulated by TRIKI. Furthermore, out of 2616 genes found in this study to be up-regulated upon Imatinib treatment, 900 corresponded to those differentially regulated by TRIKI. Out of these 822 were up-regulated and 78 down-regulated by TRIKI. 

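Of the 900 probes of this list in Data S13, 897 gave a value on the Imatinib arrays, and 892 of these (99.4%) had a mean log2ratio below 0. The median log2ratio was -0.31 for the 480 probes that the paper lists as up-regulated by TRIKI and -0.39 for the 420 listed as down-regulated. With limma at an adjusted p of at most 0.05, 212 of the 449 tested probes of the first group and 215 of the 382 of the second were called lower. The share below 0 depended on the normalization, and with median centring it was 67.1%. With spots of extreme local background also left out, median centring gave 78.5%. The TRIKI arrays are another data set and were not analysed here, so that the direction under TRIKI is the one given in the paper. The study chose the genes of Data S13 and Data S14 by their change on these samples, which makes their direction here no independent evidence.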

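For Data S14, 888 of the 890 probes with a value (99.8%) had higher mean transcript levels after Imatinib treatment. Probes listed as up-regulated by TRIKI had a median log2ratio of 0.36, and limma called 486 of the 752 tested ones higher at an adjusted p of at most 0.05. For the probes listed as down-regulated by TRIKI, the median was 0.31, and 43 of 73 were called.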

By definition, no gene was found within the intersection of Imatinib up- and down-regulated genes (Figure 6; Supplementary data S13, S14).

**Figure 6:**
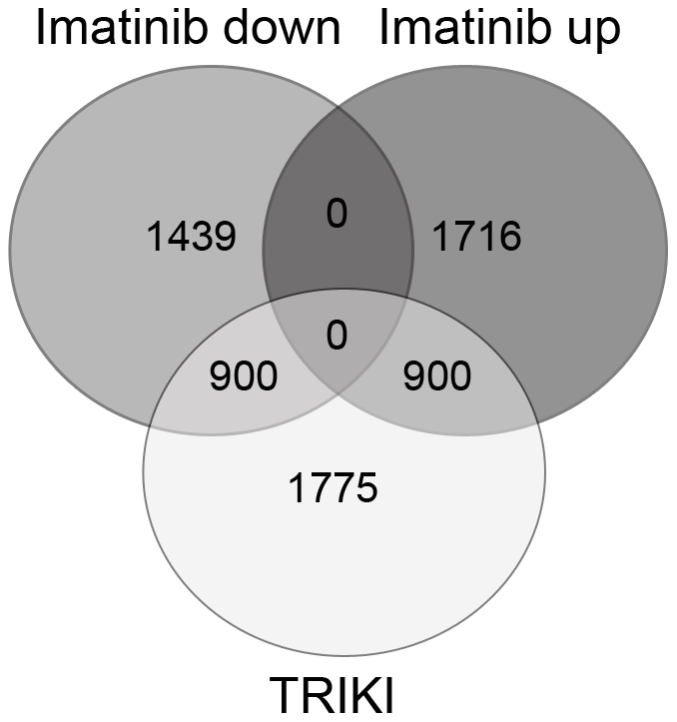
Venn diagram of genes down- or up-regulated following Imatinib or TRIKI treatment. Merging analyses represented by a Venn diagram of the intersections of significant differentially transcribed down- or up-regulated genes following Imatinib treatment with those differentially (up- and down-) regulated upon TRIKI treatment [47]. The direction of regulation following Imatinib treatment (down/up) is shown within the header. Given numbers correlate with the numbers of significant differentially transcribed genes for these data sets (see text). The overlapping regions of the circles contain the corresponding differentially transcribed genes in these data sets.

## Discussion

Based on our previous results on the physiology and morphology of adult schistosomes treated by Imatinib [38], our present study aimed at identifying transcriptional processes influenced by this inhibitor. To confirm that Imatinib targets not only the Abl kinase SmAbl1 as shown by biochemical analyses before [39], we investigated its inhibitor effect on SmAbl2. SmAbl1 and SmAbl2 are the only true Abl-kinases present within the genome of *S. mansoni* [50] in contrast to SmTK6 which represents a Src/Abl hybrid kinase being less susceptible to Imatinib [39; this study]. By competitive GVBD assays in *Xenopus* oocytes expressing these kinases we determined specific effects of Imatinib on both Abl1 and Abl2 kinases. Although their susceptibilities differed by a factor of 10, the results obtained in this and the previous study [39] clearly confirmed their target roles, but also that Src-like and true Src kinases such as SmTK3 are not affected at the Abl-effective concentrations of Imatinib, which reduced the probability of off-target effects. These experimental data were well supported by the modeling and docking data generated confirming that Imatinib is able to bind to both schistosome Abl kinases.

With regard to results of the *in vitro* study showing increasing physiological and morphological effects between 24 h and 48 h treatment using 50 µM Imatinib [38], we performed transcriptional profiling for these time-points to get a broader view of molecular processes potentially affected by Imatinib. Microarray and subsequent bioinformatics analyses revealed a broad spectrum of genes being differentially regulated following inhibitor treatment. The transcription of genes involved in male-female interaction, gut physiology, muscle activities, and egg production were among those highlighted by the analyses. For qRT-PCR verification a number of genes were selected with regard to GO and IPA results but also to the phenotypes obtained in the preceding *in vitro* study, which comprised reduced pairing stability (i), reduced sizes of the gonads of both genders combined with disturbed spermatocyte/oocyte differentiation (ii), a degradation of the gastrodermis (iii), and tremor-like movements pointing to altered locomotion activity (iv) [38]. 

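Over both time points, the metabotropic glutamate receptor had a mean log2ratio of -2.34 (standard error 0.21, lower in 6 of 6 replicates, adjusted p = 0.000917 from limma with Benjamini-Hochberg adjustment) and passed the threshold for sustained changes. VAL7 was lower in all 6 replicates with a mean of -3.02 (standard error 0.40, adjusted p = 0.00294 from limma with Benjamini-Hochberg adjustment). The test for sustained changes counts a difference between 24 h and 48 h as spread, which weakens it for probes whose change grew with time, VAL7 among them. Of the 2 GCP probes, Q2_P21532 had a mean of -2.11 (lower in 6 of 6 replicates, adjusted p = 0.00472 from limma with Benjamini-Hochberg adjustment) and Q2_P18901 a mean of -0.95 (lower in 4 of 6 replicates, adjusted p = 0.0848 from the same limma test). For both cathepsin B probes (Q2_P36194 and Q2_P35913), the adjusted p from limma was 0.00350 and 0.00338, with mean log2ratios of -2.81 and -2.56 and lower values in 6 of 6 replicates. A cathepsin B-like probe (Q2_P06971) had -2.77 (lower in 6 of 6 replicates, adjusted p = 0.00257 from limma with Benjamini-Hochberg adjustment). Hemoglobinase was lower in 6 of 6 replicates, with an adjusted p of 0.00501 from limma with Benjamini-Hochberg adjustment for a mean log2ratio of -2.94, whose size the saturated control signal limits. Of the 24 probes that the supplementary data pair with a gene named in the text, 21 could be tested, and limma called 2 at an adjusted p of at most 0.001, 14 at 0.01 and 19 at 0.05. Adjusted over the list alone, 14 of them passed 0.001. The study had chosen these genes on the same samples, which makes this no independent evidence.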

In each case qRT-PCR and microarray results correspondingly showed sustained transcriptional changes and reduced transcript levels in each case for (i) GCP, a fascicle I-like cell adhesion molecule hypothesized to be involved in male-female interaction [72], [83], (ii) VAL-7, a member of the sperm-coating protein SCP/TAPS superfamily [89], [90] that was found in *S. mansoni* to be expressed in the esophageal gland in larvae, and adult males and females [91], (iii) a hemoglobinase and the cathepsins B and S, of which hemoglobinase and cathepsin B were already shown to be active in the gut [67], [92]–[94], (iv) as well as a metabotropic glutamate receptor. Interestingly, previous studies indicated that Abl kinases regulated lysosome functions, especially autophagy by organizing the localization and activity of lysosomes, glycosidases and cathepsins, suggesting that Abl is involved in processes regulating digestion and removal of self- and foreign material [95], [96]. Metabotropic glutamate receptors have been discussed in the context of seizure-like behavior, defined as paroxysms resulting in disruption of normal locomotor-system activity in planaria [97]. Whether this tremor-like phenotype in schistosomes (iv) is also accompanied by higher transcript levels detected for the muscle protein genes paramyosin and titin, of which the latter determines muscle elasticity, stability, and contraction velocity [98], remains unclear at this stage. In contrast, the up-regulation of the stress protein gene HSP70 following inhibitor treatment meets the expectations as well as higher transcript levels of the ribosomal S6 kinase, a signaling molecule involved in cell growth, proliferation, but also survival [99]. Thus the differential regulation of these genes corresponded well to the phenotypes observed *in vitro*. Furthermore, a comparison of both time-points used for the analysis (24 h/48 h) showed strong and sustained transcriptional changes by microarrays but also on the basis of qRT-PCRs of selected candidate genes, which indicated an enduring influence of the Abl kinase pathway on these genes.

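With limma at an adjusted p of at most 0.05, 1755 probes had changed transcript levels at 24 h, 1079 of them higher and 676 lower. At 48 h, 8510 probes were called, 4405 higher and 4105 lower. The difference between the time points was significant for 1079 probes, of which 188 had a higher and 891 a lower log2ratio at 48 h than at 24 h. These 3 numbers did not depend equally on the replicates. With 1 replicate left out, 634 to 1705 probes were called at 24 h, 4438 to 8641 at 48 h and 0 to 2543 between the time points. The last number was 0 without replicate 2 of the 24 h treatment, where 4035 probes had an unadjusted p under 0.05 in limma, and 2543 without replicate 2 of the 48 h treatment. It was 61 and 470 without replicates 1 and 3 of the 24 h treatment, and 12 and 32 without replicates 1 and 3 of the 48 h treatment. Of the other normalizations, median centring in place of loess moved the 3 numbers most, to 0, 375 and 0 probes in limma, with 3948 probes at an unadjusted p under 0.05 at 24 h and 2418 between the time points. With spots of extreme local background also left out, median centring gave 1851, 10048 and 206 probes. Among the probes called between the time points, 708 had moved further in their direction of 24 h and 371 against it. Of the 371, 63 had passed the threshold at 24 h. The time points lay largely on different slides. With the slide as a fixed block, chosen after the values had been seen, 0 probes were called between them (3050 unadjusted). Only the slide with replicates of both time points then carries the comparison, so that a contribution of the slide stays open. Over the probes that passed an adjusted p of 0.05 for sustained changes, the log2ratios at 48 h were 1.80 times those at 24 h. From the changes at both time points and its qRT-PCRs, the paper proposes an enduring influence of the Abl kinase pathway on these genes.

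**Figure D2:**
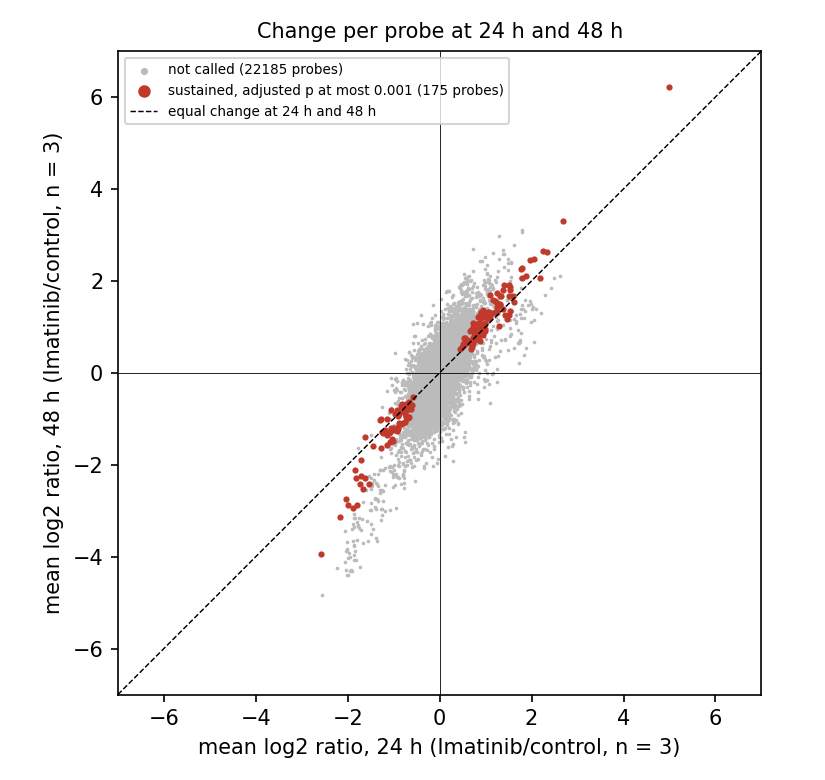
Mean log2 ratio (Imatinib-treated over control couples) of each tested probe at 24 h on the horizontal and at 48 h on the vertical axis, with n = 3 biological replicates each. The 175 probes with sustained changes are red, the other tested probes grey, and the dashed line marks equal changes at both time points.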

Compared to transcriptome studies in *S. mansoni* or *S. japonicum* after exposure to PZQ *in vitro* [100], [101] or *in vivo* [102], a number of differences can be noted that indicate dissimilar processes affected by this established drug and Imatinib. Using a recent *in vivo* model of *S. japonicum* PZQ led to an up-regulation among others of genes associated with muscle function, lipid and ion regulation, and drug resistance in treated males [102]. In females, fewer genes seemed to be affected (up-regulated), examples are involved in pathogen defense, general detoxification, drug resistance and calcium regulation [102]. Similar findings were made in *in vitro* studies with adult *S. mansoni* showing that genes encoding multiple drug transporter as well as calcium regulation, stress and apoptosis-related proteins were up-regulated [101]. In contrast to these findings we observed a down-regulation of genes coding for lipoproteins, motor and/or muscle proteins, drug efflux proteins, calmodulin and other calcium binding proteins in *S. mansoni* couples following Imatinib treatment. 

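Among the probes of Data S5, the 4 with a value for receptors of modified low-density lipoproteins had a median log2ratio of -1.04 at 24 h and -1.76 at 48 h. Over both time points it was -1.40, against -2.26 in the deposited log2ratios. The 9 dynein light chain probes changed from -0.37 to -1.31 and the 5 tubulin probes from -0.68 to -1.03, as medians at 24 h and 48 h. For the 9 probes of calmodulin and other calcium binding proteins, the median was -0.44 at 24 h and -0.84 at 48 h, and limma called 8 of the 8 tested ones lower at an adjusted p of at most 0.05 in the test for sustained changes. At 0.001, 1 dynein light chain probe passed the same test.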

With respect to apoptosis-related genes the picture is puzzling since there much variation within all PZQ and Imatinib data sets and little correspondence among these different data. This justifies no precise conclusion on the participation of defined apoptosis-related signaling processes in the primary effects on schistosomes caused by these drugs.

Surprisingly, we also identified genes to be up-regulated that contribute to egg formation such as p14, fs800-like, a predicted egg-shell precursor protein gene, and tyrosinase 1, a gene involved in final egg-shell synthesis [79], [81]. This was unexpected since we observed reduced egg production in Imatinib-treated schistosome couples. However, egg production is a complex process and may be influenced by further genes of which some, yet unknown to be important for this process, may be down-regulated by Imatinib, while the known egg-formation genes might be up-regulated to compensate for the overall reduced egg output in Imatinib-treated schistosomes.

Conspicuously, the higher transcript levels of these egg formation-related genes resembled the results obtained in a recent microarray study where the effect of TRIKI, a TGFβRI-kinase inhibitor, was investigated on transcriptional profiles in adult schistosome couples *in vitro*. TRIKI led to an increase of transcript levels of the same egg formation-related genes in paired females in contrast to Herb A, a Src kinase inhibitor, which reduced the transcript levels of these genes. From this it was concluded that a TGFβ and a Src kinase pathway cooperatively control egg formation processes in a balanced manner in schistosomes assigning repressing (TGFβ/TGFβRI-pathway) and inducing (Src-pathway) tasks [47]. This and the finding of GCP and egg formation-associated genes as common target molecules of TGFβ [82] as well as SmAbl1/2-influenced molecular processes [this study], prompted us to evaluate the TRIKI-related against the Imatinib-related microarray data sets. Comparing the total amounts of differentially transcribed genes about 27% (1800 out of 6754) were present in both data sets, of which about 50% (900 or 900 out of 1800) were differentially regulated and about 70% (420 and 822 out of 1800) in the same direction. Thus many genes significantly differentially transcribed upon TRIKI- and Imatinib treatment overlapped. This clearly indicates a potential association of TGFβRI-mediated and Abl kinase-containing pathways in schistosomes. 

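Among the 1787 probes of Data S13 and Data S14 that gave a value on the Imatinib arrays, 1225 (68.6%) had a mean log2ratio with the direction that the paper lists for TRIKI. The share differed between the lists, with 46.3% for Data S13 and 91.0% for Data S14. In single replicates, it had an SD of 2.59 percentage points (n = 6). Median centring of each array raised the share to 75.3%. As the lists were chosen on the same Imatinib samples, the share follows largely from their composition and is no independent evidence.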

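Across the 1787 genes of both lists, Spearman's rho between the mean log2ratio after Imatinib treatment and the ratio that the paper lists for TRIKI was 0.37. Within Data S13 alone rho was 0.13, and within Data S14 it was 0.02, so that most of the relation lay between the lists. Genes are not independent replicates, and no p value is given. Because many of the genes changed by both inhibitors overlapped and most of them had the same direction, the paper proposes an association of TGFβRI-mediated and Abl kinase-containing pathways.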

Beyond the fact that egg formation-associated genes such as fs800-like, p14, egg shell precursor, and tyrosinase 1 [47; this study] as well as GCP became noticeable as common targets, SmAbl1/2 transcripts and TGFβRI-transcripts were found in the same tissues by *in situ* hybridization, mainly in the gonads [38], [103]. In conclusion, it appears very likely that the schistosome Abl kinase(s) are among other possibilities members of signalling pathways induced by TGFβ. Such a molecular connection has been shown before, demonstrating c-Abl as a Smad-independent component of TGFβ signaling pathways and mediator of TGFβ-driven proliferation in human fibroblasts [87], [104], [105].

Our previous *in vitro* studies exhibited strong effects of Imatinib on schistosome morphology, physiology and survival *in vitro* suggesting that this compound may be one of the candidates for the design of alternative strategies to fight schistosomiasis [38], [42], [43]. This was confirmed by an independent approach recently, which reproduced similar phenotypes *in vitro*, although a first *in vivo* experiment failed [106]. Nonetheless, the data obtained in this study support the conclusion that Imatinib exerts broad negative effects on worm physiology substantiating the hypothesized role of PKs as potential targets [25], [28], [36], [42], [43]. In this respect it was encouraging to note that according to our microarray analysis also multidrug resistance (MDR) genes (Smp_089200, Smp_151290) were among the significantly down-regulated genes following Imatinib treatment. Thus they may represent additional targets of Abl-kinase-containing pathways. 

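The probe of Smp_151290 (Q2_P11045) had a log2ratio of -1.29 ± 0.16 (SD, n = 3) at 24 h and -1.02 ± 0.15 (SD, n = 3) at 48 h. Its mean of -1.16 (standard error 0.08) passed the threshold for sustained changes (lower in 6 of 6 replicates, adjusted p = 0.000334 from limma with Benjamini-Hochberg adjustment). A second MDR probe of Data S5 (Q2_P24890), which is not paired there with an Smp number, had -0.86 ± 0.51 and -0.82 ± 0.52 (SD, n = 3) at 24 h and 48 h. It did not pass 0.001 (lower in 6 of 6 replicates, adjusted p = 0.0103 from limma with Benjamini-Hochberg adjustment). The difference between 48 h and 24 h was 0.27 for the first and 0.04 for the second probe, which was not significant (adjusted p = 0.248 and 0.961 from limma with Benjamini-Hochberg adjustment). Smp_089200 is not paired with a probe in the part of the supplementary data used here.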

Future studies could also aim at analyzing the molecular networks controlling the expression of such MDR genes and their substrate specificities in more detail. Depending on the substrates transported by these MDRs, and with respect to treatment strategy and efficacy, the suppression of MDR genes as an additional consequence of inhibitor application would represent a potential side effect that is most welcome.

## Supporting Information

Data S1 List of primers used for qRT-PCRs. Smp numbers of the target genes, primer sequences (f  =  forward, r  =  reverse), and annealing temperatures (Tm) used are given.
(DOCX) Click here for additional data file.

Data S2 Hierarchical clustering of differentially transcribed genes (q = 0.1%) following Imatinib treatment. Summarized are three biological replicates for each time point analysed (24 h, 1–3; 48 h, 1–3). Genes with repressed transcription (down-regulated) are colored in green, and genes with enhanced transcription (up-regulated) in red.
(TIF) Click here for additional data file.

Data S3 List of all significantly differentially transcribed genes following Imatinib treatments (24 h and 48 h; q = 0.1%) according to the one-class analysis. This list is subdivided in up- and down-regulated genes.
(XLSX) Click here for additional data file.

Data S4 List of selected genes up-regulated after Imatinib treatment (q = 0.1%). Besides the Gene ID number, relative transcript ratios are given for both time-points (24 h and 48 h) as well as annotations and functional categories.
(DOCX) Click here for additional data file.

Data S5 List of selected genes down-regulated after Imatinib treatment (q = 0.1%). Besides the Gene ID number, relative transcript ratios are given for both time-points (24 h and 48 h) as well as annotations and functional categories.
(DOCX) Click here for additional data file.

Data S6 Gene Ontology (GO) categories are listed enriched with significantly differentially transcribed genes (BH adjusted p-value ≤0.05; threshold  = 0.1) up-regulated following Imatinib treatment.
(XLSX) Click here for additional data file.

Data S7 Gene Ontology (GO) categories are listed enriched with significantly differentially transcribed genes (BH adjusted p-value ≤0.05; threshold  = 0.1) down-regulated following Imatinib treatment.
(XLSX) Click here for additional data file.

Data S8 Summary of the IPA analysis [57] containing lists of networks, biological functions, canonical pathways, and the top molecules being down- and up-regulated based on the relative fold changes of expression.
(XLSX) Click here for additional data file.

Data S9 Summary of the qRT-PCR and microarray analyses which show the sustained effect of Imatinib treatment (24 h or 48 h) on the transcript level of the ribosomal S6-kinase gene. 

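On the arrays, the ribosomal protein S6 kinase probe (Q2_P20645) had a log2ratio of 0.51 ± 0.21 (SD, n = 3) at 24 h and 1.60 ± 0.28 (SD, n = 3) at 48 h, with no overlap between the replicates of the time points. It was higher in 6 of 6 replicates, and the difference of 1.09 between 48 h and 24 h had an adjusted p of 0.0269 from limma with Benjamini-Hochberg adjustment. Chance gives such a separation of 3 against 3 replicates in 10% of probes. As a sustained change it did not pass 0.001 (mean log2ratio 1.06, higher in 6 of 6 replicates, adjusted p = 0.0133 from limma with Benjamini-Hochberg adjustment). The rise from 24 h to 48 h enters the spread of this test and weakens it. The time points lay largely on different slides, so that the slide may contribute to the difference between 48 h and 24 h.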

Log_2_ratios (treated/control) are comparing the results of three independent biological replicates using qRT-PCR (24 h and 48 h, columns 1–3, light gray) with the results of three independent microarray analyses (24 h and 48 h, columns 4–6, dark gray).
(TIF) Click here for additional data file.

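The control signal of the hemoglobinase probe was saturated on all 5 arrays that gave a value at 24 h. In the mean of the replicates after loess, the probe was at least 3.52-fold lower in Imatinib-treated couples, with single log2ratios of -2.09, -1.62 and -1.73. Its log2ratio fell further by 2.25 between 24 h and 48 h (standard error 0.39, all 3 replicates at 48 h below all 3 at 24 h, adjusted p = 0.0308 from limma with Benjamini-Hochberg adjustment). As the control signal was at the limit of the scanner at both time points, a change of the control level itself would not be seen in this difference. The slide may contribute to it, since the time points lay largely on different slides.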

Data S10 Summary of the qRT-PCR and microarray analyses which show the sustained effect of Imatinib treatment (24 h or 48 h) on the transcript level of the hemoglobinase gene. Log_2_ratios (treated/control) are given comparing the results of three independent biological replicates using qRT-PCR (24 h and 48 h, columns 1–3, light gray) with the results of three independent microarray analyses (24 h and 48 h, columns 4–6, dark gray).
(TIF) Click here for additional data file.

Data S11 Summary of the qRT-PCR and microarray analyses which show the sustained effect of Imatinib treatment (24 h or 48 h) on the transcript level of the GCP gene. 

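The 2 GCP probes of Data S5 differed at 24 h. Probe Q2_P21532 had a log2ratio of -1.26 ± 0.10 (SD, n = 3) after 24 h (lower in 3 of 3 replicates, adjusted p = 0.00192 from limma with Benjamini-Hochberg adjustment). Probe Q2_P18901 was unchanged within the spread of the replicates, with -0.03 ± 0.36 (SD, n = 3), and its mean at 24 h was above 0 with median centring. From 24 h to 48 h, the log2ratio fell by 1.71 for the first (standard error 0.16, adjusted p = 0.0171 from limma with Benjamini-Hochberg adjustment) and by 1.84 for the second (standard error 0.22, adjusted p = 0.0201 from limma with Benjamini-Hochberg adjustment). In both, all 3 replicates at 48 h lay below all 3 at 24 h. A contribution of the slide stays open, since the time points lay largely on different slides.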

Log_2_ratios (treated/control) are given comparing the results of three independent biological replicates using qRT-PCR (24 h and 48 h, columns 1–3, light gray) with the results of three independent microarray analyses (24 h and 48 h, columns 4–6, dark gray).
(TIF) Click here for additional data file.

Data S12 Result of the transcript level of GCP determined by qRT-PCR with RNA from males cultured *in vitro*, which either have never been paired with a female (1), or were separated from a female for five days (2), or were kept in culture paired with females (3) before they were separated to perform the analysis (n = 3). Actin transcript levels were determined as reference in each case.
(TIF) Click here for additional data file.

Data S13 List of genes identified in the merging analysis to be down-regulated after Imatinib treatment and differentially regulated (up or down) following TRIKI treatment. Besides the Gene ID number, relative transcript ratios are given for both time-points (24 h and 48 h) as well as annotations and functional categories.
(XLSX) Click here for additional data file.

Data S14 List of genes identified in the merging analysis to be up-regulated after Imatinib treatment and differentially regulated (up or down) following TRIKI treatment. 

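The ratios listed for Imatinib in Data S13 and Data S14 were compared with the log2ratios that the authors deposited for each array. The mean of the deposited log2ratios over the replicates of a time point equalled the listed ratio to within 0.001 for 91.0% of the probes at 24 h and for 89.9% at 48 h. The normexp and loess values were smaller in size, with a slope of 0.65 at 24 h and 0.70 at 48 h on the listed ratios and a Pearson correlation of 0.905 and 0.936 across probes.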

Besides the Gene ID number, relative transcript ratios are given for both time-points (24 h and 48 h) as well as annotations and functional categories.
(XLSX) Click here for additional data file.

# Supplementary material for: Imatinib Treatment Causes Substantial Transcriptional Changes in Adult Schistosoma mansoni In Vitro Exhibiting Pleiotropic Effects
**Source:** PLoS Negl Trop Dis. 2014 Jun 12;8(6):e2923. doi: 10.1371/journal.pntd.0002923
**Supplement:** Data S1 — List of primers used for qRT-PCRs. Smp numbers of the target genes, primer sequences (f = forward, r = reverse), and annealing temperatures (Tm) used are given.

**Supplementary data S1:**

**Primers used for the cloning of tyrosine kinases and for qRT-PCR**

Sequences of the tyrosine kinase (TK) domains of SmAbl1, SmAbl2, SmTK6, and SmTK3 were obtained by PCR amplification using the respective full-length kinase sequences as templates and the following 5’ and 3’ primers:

| **Gene** | **Primer** | **Primer sequence (5’** - **3’)** |  |
| --- | --- | --- | --- |
| SmAbl1-TK domain | SmAbl1-TK-pcDNA3B-5’ | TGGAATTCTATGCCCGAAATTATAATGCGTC |  |
|  | SmAbl1-TK-pcDNA3B-3’ | GCGGCCGCCTTGTTCCAG-TTCCGCA |  |
| SmAbl2-TK domain | SmAbl2-TK-pcDNA3B-5’  SmAbl2-TK-pcDNA3B-3’ | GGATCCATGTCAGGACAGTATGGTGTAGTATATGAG  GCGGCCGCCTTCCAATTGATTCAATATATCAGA |  |
| SmTK6-TK domain | SmTK6-TK-pcDNA3B-5‘  SmTK6-TK-pcDNA3B-3‘ | GGATCCATGTTTGCAATTATCCGT GATAG  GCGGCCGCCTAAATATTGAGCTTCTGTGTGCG |  |
| SmTK3-TK domain | SmTK3-TK-pcDNA3B-5‘  SmTK3-TK-pcDNA3B-3‘ | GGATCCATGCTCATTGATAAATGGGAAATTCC  GCGGCCGCCTGGTTGCTCATCTTC ACAGA |  |
|  |  |  |  |

These 5’ and 3’ primers contained *Bam*HI and *Not*I sites, respectively, to control the direction of the insertion of amplification products into the plasmid pcDNA3.1B (Invitrogen), which contained a T7 promoter for *in vitro* transcription.

**Primers used for qRT-PCRs**

| **Gene** | **Primer pair** | **Primer sequence (5’** - **3’)** | **Tm [°C]** |
| --- | --- | --- | --- |
| eggshell precursor protein | Smp_000430-f | CCGTAAAGGTGGTGGC | 62 |
|  | Smp_000430-r | TTGAATGTTGAATAGCCTTGC | 62 |
| ribosomal protein S6 kinase | Smp_017900-f2 | ACCACTTGTTTGAGTTCACC | 59 |
|  | Smp_017900-r2 | GACAAGCCAGCTAAGCG | 60 |
| paramyosin | Smp_129550-f | ACAGAACTTGCGAAACAGC | 61 |
|  | Smp_129550-r | CGGATACACCAGCTTCG | 60 |
| Hsp70 | Smp_106930-f | GCGTGCACTGACTAAGGAC | 60 |
|  | Smp_106930-r | CTGCTTCCCAGTACCCTTG | 60 |
| fs800 | Smp_000270-f | CAGCCGAAAAAGTCAAACA | 61 |
|  | Smp_000270-r | CCCTTTTGCATCGTAAGCT | 62 |
| titin | Smp_105020-f2 | CTAGAGGAGCCTGGCG | 60 |
|  | Smp_105020-r2 | CATTTCCACAGTCAACAGG | 59 |
| p14 | Smp_131110-f | CCTATGGCGGTGATTATGG | 60 |
|  | Smp_131110-r | GGCTGGGTTTGTAAGTGC | 60 |
| SmTYR1 | Smp_052070-f | CAGGGACAGCAAGCAATG | 60 |
|  | Smp_052070-r | CTTGAATGTCCAGGACGAA | 60 |
| GCP | Smp_212710-f2 | AATGTTCCACCCGACTTC | 60 |
|  | Smp_212710-r2 | CCAACCATTATCCGTGG | 60 |
| metabotropic glutamate receptor | Smp_128940-f2 | AGTCGAATGTACGGAGTGG | 60 |
|  | Smp_128940-r2 | GATGCTGGACCACCTAGAG | 60 |
| hemoglobinase | Smp_075800-f | AACGAACACTCGATCAACAG | 60 |
|  | Smp_075800-r | TTGGAGGTTCATCGTTCTC | 60 |
| VAL7 | Smp_070240-f | GGTCAGAGTATCGCTTTCG | 60 |
|  | Smp_070240-r | GGTATCGGCGAATGCTA | 61 |
| cathepsin S | Smp_139240-f | CCAGAATACGTTGATTGGAGA | 62 |
|  | Smp_139240-r | TGGAGTAAGAGTTCCTGTCTTGA | 62 |
| cathepsin B | Smp_085180-f2 | AACCGTTATTTGAAAATTGATCA | 61 |
|  | Smp_085180-r2 | TGAATTCGTTTCCCACCT | 61 |
| SmTK4 | Smp_0149460-f | GGTGGAGGAAATTTTGGTC | 61 |
|  | Smp_0149460-r | TCAATTGAGCCATTGTGC | 61 |
| sperm flagellar- like protein | Smp_060160-f | GGTGTTCTGATGGCTGAAG | 61 |
|  | Smp_060160-r | CGTCATCCGAGAGCTCA | 61 |
| bruno-like RNA binding protein | Smp_041280-f | CGGCAAATCTCAATGGTC | 62 |
|  | Smp_041280-r | GGCCACAATCCATAAGTTG | 60 |
| actin | Smp_161930-f  Smp_161930-r | GGAAGTTCAAGCCCTTGTTG  TCATCACCGACGTAGCTGTC | 60  60 |

# Supplementary material for: Imatinib Treatment Causes Substantial Transcriptional Changes in Adult Schistosoma mansoni In Vitro Exhibiting Pleiotropic Effects
**Source:** PLoS Negl Trop Dis. 2014 Jun 12;8(6):e2923. doi: 10.1371/journal.pntd.0002923
**Supplement:** Data S4 — List of selected genes up-regulated after Imatinib treatment (q = 0.1%). Besides the Gene ID number, relative transcript ratios are given for both time-points (24 h and 48 h) as well as annotations and functional categories.

Supplementary data 4

# Supplementary material for: Imatinib Treatment Causes Substantial Transcriptional Changes in Adult Schistosoma mansoni In Vitro Exhibiting Pleiotropic Effects
**Source:** PLoS Negl Trop Dis. 2014 Jun 12;8(6):e2923. doi: 10.1371/journal.pntd.0002923
**Supplement:** Data S5 — List of selected genes down-regulated after Imatinib treatment (q = 0.1%). Besides the Gene ID number, relative transcript ratios are given for both time-points (24 h and 48 h) as well as annotations and functional categories.

Supplementary data 5

How the deposited data were processed for this re-analysis (not part of the article)

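The data consist of 12 two-colour Agilent arrays hybridized with RNA of *S. mansoni* couples that were treated with 50 µM Imatinib or kept as controls, in 3 biological replicates after 24 h and 3 after 48 h. Each biological replicate was measured on 2 arrays with swapped dyes. The 12 arrays lay on 3 slides. Replicate 3 of the 24 h treatment shared a slide with replicate 1 of the 48 h treatment, replicates 1 and 2 of the 24 h treatment shared another, and replicates 2 and 3 of the 48 h treatment the last.

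The authors scanned the arrays and extracted them with the Agilent Feature Extraction software. For each array, they deposited the mean scanned signal and the median local background of every spot in both dyes, as intensity without normalization. The same tables hold the processed signal, an intensity that the software had background-subtracted and dye-normalized by Lowess. The log10 ratio of Cy5 over Cy3, as deposited by the authors, was formed by the software from these background-subtracted and Lowess-normalized signals and set to 0 where dim signals were replaced by surrogate values. This was the case for 28.5% to 38.3% of the probes per array. The authors also deposited a matrix with 1 log2ratio per probe and array, treated over control, which equals the ratio of the processed signals. All value columns belong to one of the samples, with 0 columns left unassigned.

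From these files, the scanned signals were corrected for local background by the normexp method of limma 3.58.1 in R 4.3.3 with an offset of 50, normalized within each array by loess without control spots, and turned into log2ratios of treated over control couples. Control spots and spots marked by the software as population or non-uniformity outliers were left out, and the spots of the 30 probes that occur more than once on the array were averaged. The 2 arrays of a dye swap pair were averaged, so that each biological replicate counted once. Following the methods of the paper, a probe had to be positive and significant over background on at least 75% of the arrays for treated or for control couples. Spots left out as outliers counted as not positive, which the paper does not describe, so that some bright probes were lost. Of 41739 probes, 22360 passed. Tables were handled with data.table 1.17.8.

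The test for sustained changes used limma with an intercept over the 6 biological replicates and Benjamini-Hochberg adjustment over all tested probes, at an adjusted p of at most 0.001 with the same direction of the mean at 24 h and 48 h. A difference between the time points therefore counts as spread in this test. The paper gives a q-value of at most 0.01 in its methods and 0.1% with its lists, and the latter was used. Changes at 24 h, at 48 h and between the time points came from a common limma model with 1 mean per time point, at an adjusted p of at most 0.05. The paper does not state that equal replicate numbers link the time points, and no pairing was assumed. Whether the dyes bias single probes was tested with limma over the 6 pairs.

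The precision of the values is limited by the signal over background and by the number of replicates. Between 34.0% and 46.6% of the probes per array were well above background by the criterion of the software. Between 18 and 150 probes per array and dye were saturated. Where a signal of a probe was saturated on all arrays of a time point with a value, or its weaker signal was not well above background on any of them, the fold is given as a lower bound. Where only some arrays were saturated, the log2ratio is given, and its size is limited by the saturation. It compares the means over the replicates after loess, with a saturated spot at its value, so that single replicates and other normalizations can lie below it.

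Gene names were taken from Data S3, Data S4, Data S5, Data S8 and Data S13, which pair probes with names. Of Data S3, a part of the up-regulated genes was used here and none of the down-regulated ones, so that a missing name does not mean that the complete list lacks it. The p14 probe was paired through its Smp number in Data S3. The genes to be named were fixed by rule before the data were examined, as were the tests and the alternatives unless stated otherwise. They were each probe that these tables pair with a gene named in the text of the paper, 24 in all, and the 5 probes with the highest and the 5 with the lowest mean log2ratio among those called and changed the same way in all 6 replicates. The ratios of the TRIKI arrays were taken from Data S13 and Data S14 as the paper's values.

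The procedure was tested on simulated data, in which changes were added to 200 of 22219 probes. The test for sustained changes found 85.5% of them with 1 false call, the test at 24 h 91% with 11, the test at 48 h 91.5% with 7 and the difference between the time points 79.5% with 5. The noise was independent, with the spread within the time points. For the sustained test, the changes were equal at 24 h and 48 h. In the data many changes grew with time, which this test counts as spread, so that it can find a smaller share there. Among 200 probes with a simulated dye effect alone, 0 were called as sustained changes by limma at an adjusted p of at most 0.05. This effect was equal on all arrays, with no values missing, and cancels in the mean of a dye swap pair. The count therefore decides nothing about dye effects in the data.

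The alternatives were no background subtraction, an offset of 10, median centring in place of loess, the Feature Extraction log ratios, the deposited log2ratios, no filter, a filter on signals well above background, a model of the 12 single arrays with a dye term, the slide as a random block, equal weight of the time points, adjusted p values of at most 0.01 and 0.05, a one-class SAM statistic with all 64 sign flips, the replicate number as a block, and each replicate left out. Averaging of probes that share a target name was planned and not run, because the files used here give no target names. After the values had been seen, further alternatives were added in which spots with a local background over 5 times the median of their array were left out, the slide was a fixed block, or the SAM statistic was applied to the deposited log2ratios. The GO and IPA analyses and the qRT-PCRs were not analysed here.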

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

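Of the tests in this part, those on the spiked control RNA, on probes that moved against their direction at 24 h and on the technical correlation of replicate 2 after 48 h were chosen after the result had been seen, and so was the omission of spots with an extreme local background.

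Among the correlations of signals between the 2 arrays of a dye swap pair, the one for RNA of Imatinib-treated couples in replicate 2 after 48 h lay apart from the other 5, with 0.943 for the normexp-corrected signals. Its distance from the next value was 0.841 of the whole range, above the critical value for 6 values in Dixon's test. Chance alone marks about 1 in 20 groups, and 5 groups were examined. On 4 arrays, among them 1 of this replicate, between 2 and 15 spots had a local background over 5 times the median of the array. Without these spots, the same correlation was 0.991. It was still the lowest of the 12 correlations, which leaves its rank open, but it no longer lay apart, and the larger of the 2 end gaps among the 6 values was 0.124 of their range. That the value lay apart is consistent with a normexp fit drawn off by a few spots. No biological explanation was tested.

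The effect of Imatinib differed between 24 h and 48 h for 13 of the named probes by the limma test of the difference itself. The 48 h minus 24 h difference of the log2ratios was -1.71 and -1.84 for the GCP probes Q2_P21532 and Q2_P18901, -1.07 for the metabotropic glutamate receptor, -2.25 for hemoglobinase, -2.03 for VAL7, -2.21 for cathepsin L (Q2_P19417), -1.90 and -1.70 for cathepsin B (Q2_P36194 and Q2_P35913), -1.77 for the cathepsin B-like probe and 1.09 for the ribosomal protein S6 kinase. Among the probes chosen by their rank, it was -1.36 for Q2_P18028, -0.95 for Q2_P19829 and -1.05 for the S10 family peptidase Q2_P09480, which Data S5 lists as cathepsin A-like. The control signals of hemoglobinase and, in part, of cathepsin L were saturated, so that their differences do not include changes of the control level. The time points lay largely on different slides, so that a contribution of the slide to the differences of all these probes stays open.

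Of the 10 ways to split the 6 replicates into 3 and 3, only 1, the real one, gave as many as 1079 called probes between the time points, and the other 9 gave 0 in limma at the same adjusted p. With 10 splits, chance cannot be excluded at 0.05. The difference may be partly tied to the slides. The deviations of the 2 replicates that share a slide across the time points correlated across probes with 0.364. A contribution of the slide would give this, and pairs of replicates on different slides ranged from -0.44 to 0.31. These 2 replicates also had no spots of extreme local background, unlike replicates 1 and 2 of the 24 h treatment and replicate 2 of the 48 h treatment. The background correction could therefore give the same, and the slide is not singled out. Without replicate 2 of the 24 h treatment, 0 probes were called between the time points by limma, at 4035 with an unadjusted p under 0.05, and without replicate 2 of the 48 h treatment 2543 were called. With each of the other replicates left out, 12 to 470 were called.

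It may be that the change at 48 h is the change at 24 h on a larger scale. Only 1 probe differed at an adjusted p of 0.05 in limma from a common factor of 1.80, at 2813 with an unadjusted p under 0.05, so that a common scale and separate courses cannot be told apart for most probes with 3 replicates per time point. Of the 371 probes that moved against their direction at 24 h, 63 had passed the threshold at 24 h. As these probes were picked for this course and the mean at 24 h enters both tests, this count does not exclude a common scale either. An effect of the longer treatment, which the design names, stays open beside the slide.

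The control RNA spiked into the labelling reactions, which the paper does not report on, was lower in the channel of Imatinib-treated couples than the worm probes on the same arrays. The mean log2 offset of 10 spike sequences was -1.10 (SD 0.54, n = 6), with a range from -2.04 to -0.56 and lower values in 6 of 6 replicates (exact two-sided sign flip test, p = 0.0312, the smallest that 6 replicates allow). A dye bias would cancel in the mean of the dye swap pairs, and the mean of -1.10 remained, which argues against the dye as the cause. The offset could come from more labelled worm RNA per amount of total RNA under Imatinib or from unequal amounts of added spike RNA. Both give the same sign in 6 of 6 replicates, and they cannot be told apart because the amount of added spike RNA is not in the files used here. Ratios after loess are relative to the bulk of the worm probes and are blind to such an offset.

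Some of the largest changes were found for probes that the supplementary data used here do not pair with a gene named in the text. The paper may still cover them, as it names heat-shock proteins as a class and Q2_P35841 and Q2_P19829 have no gene name here. The mean log2ratio was 5.60 for Q2_P07014, annotated as a heat shock protein in Data S3, 2.99 for Q2_P35841, -3.27 for Q2_P18028 and -2.65 for Q2_P19829, each with the same direction in 6 of 6 replicates. Of the 32 sign patterns of the 6 replicates, only 1, the real one, gave as many as 175 called probes in the test for sustained changes, and 0 were called by limma in the others, so that chance can be excluded at 0.05. Among the 175 called probes, 0 changed sign between the arrays with Imatinib in Cy5 and those with Imatinib in Cy3. As the probes were chosen on the mean of both orientations, in which a dye effect cancels where both arrays gave a value, this count decides nothing about a dye bias. With the slide as a random block, 80 of the 175 were still called. A common influence of the culture that is not due to Imatinib itself was not tested.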

How the results depend on the processing

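Leaving out spots with an extreme local background, alone or with median centring, the slide as a fixed block and SAM on the deposited log2ratios were chosen after the data had been seen. The cause of a change was not tested unless it is named.

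The number of probes with sustained changes, 110 higher and 65 lower, moved with almost every choice, while the direction of the named probes did not. Without background subtraction, 180 probes were called higher and 136 lower, with an offset of 10, 205 and 145, and without spots of extreme local background, 180 and 145. Of the 175 probes, 171, 167 and 173 were among them. The Feature Extraction log ratios gave 47 and 45 and the deposited log2ratios 46 and 45, with 49 of the 175 probes in each. Without a filter, 90 and 52 probes were called among 41667 tested, and 133 were shared. With the filter on signals well above background, 167 and 95 were called among 16272, and 171 were shared. With the 12 single arrays as the unit and the biological replicate as a random effect, limma called 1049 and 720 probes. This setting gains residual degrees of freedom from the technical replicates, whose correlation within a biological replicate was 0.504. The slide as a random block gave 48 and 32. When both time points had equal weight and the spread was taken within them, 679 and 761 were called, and all 175 were among them. SAM with sign flips called 317 and 130 at a q of at most 0.001 and all 175, and SAM on the deposited log2ratios 1133 and 859. Less strict thresholds gave 1180 and 787 probes at 0.01 and 3281 and 2492 at 0.05.

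Median centring in place of loess left 0 probes higher and 0 lower in limma, with 7204 at an unadjusted p under 0.05. At 24 h it left 0 (3948 unadjusted), at 48 h 375, and between the time points 0 (2418 unadjusted). It raised the median log2ratio of the tested probes to 0.17 at 24 h and 0.11 at 48 h, and changes under it are relative to this shift. Without spots of extreme local background, median centring gave 129 and 40 sustained changes, with 93 of the 175 probes, and a shift of 0.06 at 24 h and 0.18 at 48 h. This points to these spots as one reason for the low numbers. Under it, 76.3% of the called probes were higher, against 62.9% after loess, and at 48 h 80.1% against 51.8%. With all spots kept, median centring went the other way at 48 h, with 74 probes higher and 301 lower (19.7% higher), so that the balance between higher and lower probes depends on the normalization.

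The number of probes called at 24 h, 1755, was 2725 without background subtraction, 2657 without spots of extreme local background and 2714 with the 12 arrays as the unit. Between the time points, where 1079 were called, these settings gave 1752, 1747 and 2782. Fewer were called with the Feature Extraction log ratios (220), the deposited log2ratios (238) and median centring without spots of extreme local background (206). The number called at 48 h, 8510, stayed within a factor of 1.5 under the settings of this paragraph.

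The replicates are not known to be paired across the time points. Deviations of replicates with the same number correlated with -0.38, 0.19 and 0.13 across probes, which gives no sign of a pairing. With the replicate number as a block, 112 probes were called between the time points, 100 of them among the 1079. With the slide as a fixed block, limma called 0 (3050 unadjusted), since only the slide with replicates of both time points then carries the comparison. In the same model, 28 probes were called at 24 h (3580 unadjusted) and 4580 at 48 h (8411 unadjusted).

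With each replicate left out, 4 to 38 probes were called higher and 0 to 16 lower, at 24 h 634 to 1705, at 48 h 4438 to 8641, and between the time points 0 to 2543. With 5 replicates, the test at 0.001 has fewer degrees of freedom. The highest numbers of sustained changes were obtained without replicate 2 of the 24 h treatment (38 and 16), the lowest without replicate 1 (4 and 5), replicate 3 (5 and 2) and replicate 2 of the 48 h treatment (6 and 0, with 7417 unadjusted in limma). At 24 h, 634 were called without replicate 1 of the 24 h treatment, and at 48 h, 4438 without replicate 1 of the 48 h treatment and 4524 without replicate 3.

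The named probes had no reversal of their mean direction in any setting run. Their side of the threshold was kept in 495 of the comparisons with an alternative, and was lost in 89 and gained in 57. Some settings count 34 probes, among them Q2_P27620, Q2_P26772 and Q2_P38171, which were not tested and had no side to keep. The correlation between technical replicates was 0.984 on average for signals and 0.778 for log2ratios. The share of Data S13 with the listed direction was 99.4%, 67.1% with median centring and 78.5% with median centring without spots of extreme local background, and the share of both lists changed as by TRIKI was 68.6%, 75.3% and 74.1%.

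Averaging of probes with a common target name was not run, since the files used here give no target names. Signal over background sets the limit for dim probes. With the probes listed in Data S13 and Data S14 in 4 groups by their signal, the median size of the log2ratio was 0.61 in the paper's lists and 0.19 after normexp and loess in the dimmest group, and 0.44 and 0.43 in the brightest.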

Differences from the paper's values

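The SAM test on the deposited log2ratios was chosen after the values had been seen. So was the omission of spots with an extreme local background, alone or with median centring. All other settings named here were set before the data were examined.

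The paper reports 1429 genes with sustained up-regulation, and 110 probes were called here. It reports 939 down-regulated protein-coding genes, and 65 probes were called here. The paper counts genes after removing redundant probes with an annotation, and the numbers here are probes. For the higher probes, the settings with a value within 1.5 times the paper's were the 12 arrays as the unit (1049) and an adjusted p of at most 0.01 (1180). For the lower ones, they were the 12 arrays as the unit (720), equal weight of the time points (761) and an adjusted p of at most 0.01 (787). No background subtraction, an offset of 10, median centring, the Feature Extraction log ratios, the deposited log2ratios, no filter, the filter on signals well above background, the slide as a random block, SAM, an adjusted p of at most 0.05 and each replicate left out did not come within it in either direction, and equal weight of the time points did not for the higher probes (679). SAM on the deposited log2ratios, chosen after the values had been seen, called 1133 higher and 859 lower at a q of at most 0.001 and came within it for both. At a q of at most 0.01, which the methods of the paper name, it called 4444 and 2842 and did not come within it.

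Of the 46 log2ratios that the supplementary data list for the named probes, 23 differed from the values here, 21 by more than the SD of the replicates and the 2 of Q2_P26772 without an SD to compare with. Of the 23, 22 were smaller in size here. For GCP, the paper's values are -1.5 at 24 h and -3.84 at 48 h for Q2_P21532, against -1.26 and -2.97 here, and the paper's -2.3 at 48 h for Q2_P18901 compares with -1.87. For the metabotropic glutamate receptor, the paper's -2.24 and -3.8 compare with -1.80 and -2.87. For cathepsin S (Q2_P26772), the paper's -1.92 and -4.15 compare with -2.03 and -3.12, each from 1 replicate, and for cathepsin L (Q2_P38171) the paper's -4.02 at 48 h compares with -3.54. For cathepsin B, the paper's -2.38 and -5.47 (Q2_P36194) compare with -1.86 and -3.76, and the paper's -2.27 and -5.12 (Q2_P35913) with -1.71 and -3.41. For the MDR gene Smp_151290, the paper's -1.96 and -1.5 compare with -1.29 and -1.02. Among the up-regulated genes, the paper's values at 24 h and 48 h are 1.36 and 1.94 for paramyosin against 0.22 and 0.53 here, 0.62 and 1.64 for titin against 0.20 and 0.50, 0.79 and 2.08 for the ribosomal protein S6 kinase against 0.51 and 1.60, and 2.17 and 1.69 for fs800-like (Q2_P25403) against 1.25 and 0.95. For tyrosinase 1, the paper's 1.91 at 24 h compares with 0.91.

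With the Feature Extraction log ratios and with the deposited log2ratios, all of these values but the 2 of Q2_P26772, which have no SD, came within the SD of the replicates of the paper's. Without background subtraction, this held for Q2_P21532, the metabotropic glutamate receptor, the S6 kinase and fs800-like at 24 h. With an offset of 10, it held for both values of the S6 kinase and for Q2_P18901 at 48 h. With median centring, it held for Q2_P38171 at 48 h and for both values of fs800-like and of the S6 kinase. The remaining combinations of these settings and values did not come within it.

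The paper states that the genes of Figures 4 and 5 and both MDR genes were significantly changed. In the test for sustained changes at 0.001, the metabotropic glutamate receptor and the MDR gene Smp_151290 were called here, and the other tested probes of these genes were not. At an adjusted p of at most 0.05, 19 of the 21 tested probes of named genes passed, and the second GCP probe (0.0848) and titin (0.0606) did not. Other settings called more of these genes at 0.001. The 12 arrays as the unit and equal weight of the time points each called a GCP probe (Q2_P21532), hemoglobinase, VAL7, cathepsin L (Q2_P19417), all 3 cathepsin B probes, the S6 kinase, both fs800-like probes and the egg-shell precursor. The 12 arrays as the unit also called HSP70 and the second MDR probe, and equal weight of the time points also called the other GCP probe (Q2_P18901) and lengsin. SAM on the deposited log2ratios, chosen after the values had been seen, called the same probes as were common to both, and HSP70, paramyosin and lengsin. An offset of 10 called VAL7, the cathepsin B-like probe, both fs800-like probes, the egg-shell precursor and lengsin. The egg-shell precursor and lengsin were also called without background subtraction, with the filter on signals well above background, which added the fs800-like probe Q2_P13217, and by SAM. The Feature Extraction log ratios and the deposited log2ratios called lengsin. Of the settings added after the values had been seen, leaving out spots of extreme local background called the egg-shell precursor, and with median centring the fs800-like probe Q2_P13217. Other settings lost the calls at 0.001. The metabotropic glutamate receptor was not called with median centring, the Feature Extraction log ratios, the deposited log2ratios, no filter (adjusted p = 0.00161 in limma with Benjamini-Hochberg adjustment, mean log2ratio -2.34, lower in 6 of 6 replicates), the slide as a random block and each replicate left out. The MDR gene Smp_151290 was not called with median centring and each replicate left out, and neither gene was called with median centring without spots of extreme local background. Titin, p14 and tyrosinase 1 were called at 0.001 in no setting run. The paper describes tyrosinase 1 as up-regulated, and its replicate 1 at 48 h had -0.08 here.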

Other observations

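The tests on replicate 3 of the 24 h treatment and on the TRIKI lists were chosen after the result had been seen.

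The gap in size between the ratios that the paper lists for the probes of Data S13 and Data S14 and those after normexp and loess was larger for dim probes. Spearman's rho across the listed probes between this gap and the log2 signal of the weaker channel was -0.82, and the median gap over 4 groups of probes was 0.40 in the dimmest and 0.17, 0.06 and 0.02 in the brighter ones. This is consistent with the background correction of dim probes as a source of the smaller log2ratios. Probes are not independent replicates, and the rho is descriptive.

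Replicate 3 of the 24 h treatment resembled the 48 h replicates more than the other replicates of its own time point, and in part this held for replicates 1 and 2 as well. Its log2ratios correlated across probes with 0.718, 0.722 and 0.728 with the 48 h replicates and with 0.491 and 0.584 with replicates 1 and 2 of the 24 h treatment. Replicate 2 of the 24 h treatment also correlated more with replicate 2 of the 48 h treatment (0.699) than with replicates 1 (0.656) and 3 (0.584) of its own time point, and replicate 1 more with replicate 2 of the 48 h treatment (0.593) than with replicate 3 of its own (0.491). The slide of replicate 3 was shared with replicate 1 of the 48 h treatment only, and the correlations with the replicates of the other slide were no lower, the lower of them being 0.722, which argues against the slide as the cause. A swap with a 48 h replicate would leave that replicate out of place. The lowest correlation among the 48 h replicates was 0.834, above the highest of a 48 h replicate with replicates 1 and 2 of the 24 h treatment, 0.699, which argues against such a swap. Replicates 1 and 2 of the 24 h treatment and replicate 2 of the 48 h treatment had arrays with spots of extreme local background, and replicate 3 had none. The correlations were not computed without these spots, so that a part of the background correction stays open. A faster course in the worms of this replicate was not tested either, and an exchange with a sample outside the series stays open.

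At each time point alone, the 3 replicates allow 4 sign patterns. The real pattern was the only 1 of 4 that gave as many called probes at 24 h, and likewise the only 1 of 4 at 48 h. With 4 patterns, chance cannot be excluded at 0.05 for either time point.

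It was tested whether both inhibitors share a direction in the genes that Imatinib lowered most. Of the 100 most lowered probes of Data S13, 52% are listed by the paper as raised by TRIKI, against 53.3% of the other 797 (two-sided Fisher's exact test, p = 0.832). The list itself holds both directions in this proportion, so the comparison decides nothing about a shared direction.

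A dye effect was found for 1151 probes in limma at an adjusted p of at most 0.05, 687 of them brighter in Cy5 and 464 in Cy3, and the largest was 0.62 on the log2 scale. Of the 175 probes with sustained changes, 20 had one. It cancels in the mean of a biological replicate where both arrays gave a value, but not where outlier spots left a value in 1 orientation only.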
